# ExpressAnalyst: A unified platform for RNA-sequencing analysis in non-model species

**DOI:** 10.1038/s41467-023-38785-y

**Published:** 2023-05-24

**Authors:** Peng Liu, Jessica Ewald, Zhiqiang Pang, Elena Legrand, Yeon Seon Jeon, Jonathan Sangiovanni, Orcun Hacariz, Guangyan Zhou, Jessica A. Head, Niladri Basu, Jianguo Xia

**Keywords:** Computational platforms and environments, Data processing, Genetic databases, Functional clustering, Software

## Abstract

The increasing application of RNA sequencing to study non-model species demands easy-to-use and efficient bioinformatics tools to help researchers quickly uncover biological and functional insights. We developed ExpressAnalyst (www.expressanalyst.ca), a web-based platform for processing, analyzing, and interpreting RNA-sequencing data from any eukaryotic species. ExpressAnalyst contains a series of modules that cover from processing and annotation of FASTQ files to statistical and functional analysis of count tables or gene lists. All modules are integrated with EcoOmicsDB, an ortholog database that enables comprehensive analysis for species without a reference transcriptome. By coupling ultra-fast read mapping algorithms with high-resolution ortholog databases through a user-friendly web interface, ExpressAnalyst allows researchers to obtain global expression profiles and gene-level insights from raw RNA-sequencing reads within 24 h. Here, we present ExpressAnalyst and demonstrate its utility with a case study of RNA-sequencing data from multiple non-model salamander species, including two that do not have a reference transcriptome.

## Abstract (web summary)

RNA-sequencing data analysis is difficult for non-model species that have no reference genome. ExpressAnalyst enables RNA-sequencing analysis for any eukaryotic species in less than 24 h, on a laptop, and without any programming.

## Introduction

The last decade has seen growing applications of RNA-seq to environmental and agricultural studies involving non-model organisms^1^. Reference genomes/transcriptomes are not available for many of these species, and thus de novo-assembled transcriptomes are typically required to quantify raw RNA-seq reads. The approach contains two main steps: transcript assembly and gene annotation. The first step, assembly, involves piecing together putative transcripts from the raw RNA-seq data, which is a computationally intensive task that typically requires weeks of runtime on high-performance computers (HPC) equipped with 100 s of gigabytes (GB) of memory. Commonly used software includes Trinity, SOAPdenovo-Trans, and Oases^2–4^. In the second step, possible annotations are assigned to the assembled transcripts in the form of gene symbols, short descriptions, and functions as defined by several widely used pathway libraries and ontologies such as Kyoto Encyclopedia of Genes and Genomes (KEGG) and Gene Ontology (GO)^5,6^. Annotation is usually performed with Basic Local Alignment Search Tool (BLAST) like algorithms through a process called “annotation transfer” that leverages existing genome annotations from other species^7^. Despite the wide adoption of this strategy, there is no consensus approach for choosing how many or which genomes to use, or for how to resolve multiple, conflicting, or missing annotations^8^. Count tables obtained from those de novo-assembled transcriptomes are difficult to analyze and interpret, as this process often results in hundreds of thousands of transcripts, most of which have either inconsistent or missing functional annotations (i.e., hypothetical proteins)^8,9^. In summary, the current practice for RNA-seq analysis involving non-model species is computationally intensive, requires advanced programming skills, and produces transcript IDs (usually in-house IDs) that are difficult to reproduce, compare across studies, and ultimately re-use. There is an urgent demand for computationally efficient, user-friendly, reproducible, and functionally coherent methods for RNA-seq processing and analysis for non-model species^10–12^.

We previously developed a command-line algorithm, Seq2Fun for mapping RNA-seq reads from eukaryotic species to KEGG ortholog (KO) databases with a translated search^13^. We demonstrated that Seq2Fun outperforms de novo assembly in terms of accuracy, precision, computing time, and memory usage, while producing functional profiles that are consistent with traditional methods^13^. Despite this promising result, subsequent testing revealed several important limitations associated with this KO-based annotation system. The first is limited transcriptome coverage. Not all protein-coding genes are annotated with KOs. For example, the human genome has 19,648 protein-coding genes, of which only 14,964 (76.16%) are annotated with KOs^14^. Coverage is especially lower for non-mammalian species. For example, the zebrafish genome has 26,584 protein-coding genes and only 16,322 (61.40%) are annotated with KOs. This incomplete transcriptome coverage is biased, particularly for non-mammalian species for which fewer KEGG pathways are defined, and some biological processes, such as egg yolk formation in oviparous species, are notably absent. For example, vitellogenin, a precursor to egg yolk protein formation and a biomarker of interest^15^, is not found in the KO system. The second is limited transcript resolution as KO groups often gather many genes from one species together. While this is inevitable to some extent during ortholog definition, increased resolution would be an asset to the user community. The third is limited functional annotation beyond KEGG pathways. Finally, the command line interface of Seq2Fun represents a significant barrier to researchers with limited programming skills.

Here, we describe a unified conceptual framework for reads quantification and annotation of RNA-seq data from non-model species and present its implementation in ExpressAnalyst, a web-based platform to streamline the whole process **(**Fig. 1). By leveraging the concept that short reads ( ~ 75 bp) can be uniquely mapped to ortholog groups^10,11^, the typical steps of transcript assembly and annotation are replaced with the alignment of individual translated reads directly to a comprehensive, high-resolution protein ortholog database created from the genomes of hundreds of eukaryotic species. Downstream analysis is performed on the resulting high-resolution ortholog count table, similar to increasingly popular strategies to process shotgun metagenomics data^12^. To demonstrate the utility of ExpressAnalyst, we provide a case study involving RNA-seq data from three species of salamanders. In doing so we show that researchers can use ExpressAnalyst to obtain comprehensive functional insights from raw RNA-seq reads from any eukaryotic species generally in less than 24 h of runtime, the majority of which is unsupervised data upload (if using our public server) and processing time. We have also developed a Docker version of this module that can be run on personal computers by individuals who have limited bandwidth or privacy concerns associated with raw sequence data.

**Fig. 1:**
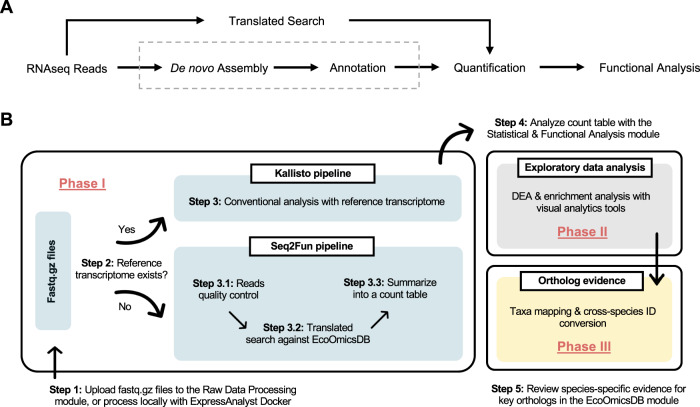
Concept for and implementation of ExpressAnalyst. **A** Conceptual solution to bypass the computationally intensive steps of de novo assembly and annotation. **B** Practical implementation of the conceptual solution in ExpressAnalyst. DEA Differential expression analysis.

## Results

### Overview of the software ecosystem

ExpressAnalyst supports comprehensive RNA-seq analysis from raw reads processing to statistical and functional analysis for any eukaryotic species. For species without a reference transcriptome, this is achieved by using the Seq2Fun algorithm to map reads to a comprehensive ortholog database – EcoOmicsDB (described below). While the primary motivation for ExpressAnalyst is to improve RNA-seq analysis for non-model organisms, it can also be used to analyze data from common model organisms. The main components of ExpressAnalyst are described in more detail below.

### EcoOmicsDB: A high-resolution ortholog database

EcoOmicsDB is a custom ortholog database that was developed to significantly improve the resolution and transcriptome coverage of the KEGG ortholog database used by Seq2Fun version 1.0^13^. It currently includes ~13 million protein-coding genes from 687 species (Table 1). Of these protein-coding sequences, 5,871,017 were annotated with KEGG pathways and 1,567,627 were annotated with GO terms. These 687 species were organized into 29 taxonomic sub-groups, based on the NCBI taxonomy^16^. Symbols, descriptions, and functional annotations were harmonized across individual proteins for each ortholog group (more details are provided in the methods section). All details for each ortholog group in EcoOmicsDB are accessible via ExpressAnalyst (https://expressanalyst.ca/EcoOmicsDB/), and can be queried by either ortholog ID or Entrez ID.

**Table 1:** EcoOmicsDB contains 29 taxonomic sub-groups available for RNA-seq annotation and quantification of non-model organisms in eukaryotes

Level	Group	Species	Proteins	Ortholog	Seq2Fun (v1)
1	**Eukaryotes**	687	12,828,537	666,067	8041
2	Animals	370	7,150,735	270,089	-
3	*Vertebrates*	212	4,588,985	83,704	6723
4	Mammals	94	1,910,363	47,144	5883
4	Birds	31	482,205	22,397	4177
4	Reptiles	20	384,584	21,725	4342
4	Fishes	61	1,736,572	42,497	4308
3	*Arthropods*	119	1,727,651	113,673	3541
4	Insects	101	1,376,824	70,170	-
4	Crustaceans	7	154,960	37,407	-
3	*Cnidarians*	9	203,000	24,003	-
3	*Mollusks*	9	206,905	35,775	-
3	*Nematodes*	6	134,093	35,865	2324
2	Plants	127	3,968,027	162,988	3012
3	*Eudicots*	93	3,180,221	102,677	-
3	*Monocots*	17	560,027	43,451	-
3	*Algae*	14	155,495	38,334	-
2	Fungi	138	1,278,312	148,080	2423
3	*Ascomycetes*	100	904,642	98,151	-
4	Eurotiomycetes	20	196,228	25,710	-
4	Saccharomycetes	36	195,913	14,873	-
4	Dothideomycetes	10	123,200	28,898	-
3	*Basidiomycetes*	33	363,997	56,935	-
2	Protists	52	660,237	134,451	2696
3	*Alveolates*	21	207,674	51,205	-
4	Apicomplexans	18	93,576	14,632	-
3	*Stramenopiles*	8	119,746	31,581	-
3	*Amoebozoa*	7	81,844	22,114	-
3	*Euglenozoa*	9	86,483	12,363	-

The taxonomic levels are indicated by the number in the Level column and also by indentations and font styles in the Group column (level 1 = bold, level 2 = underline, level 3 = italics, level 4 = regular). The number of orthologs in the KO database used by Seq2Fun version 1.0 are shown in the last column.

EcoOmicsDB was created with the OrthoFinder software^17^, which identifies rooted ortholog groups by inferring groups of sequences that share a common ancestor. The sequence-similarity parameters for ortholog definition were chosen to produce ortholog groups at a higher resolution than the KO system, and species-specific functional annotations were compiled to produce both KEGG and GO term gene sets for Seq2Fun ortholog IDs^5,14^. The first round of analysis took more than ten days to complete using a server with 54-threads and 504GB RAM. The analysis binned 12,828,537 protein-coding sequences from 687 species into 666,067 ortholog groups. The size distribution of these ortholog groups largely follow a power law distribution (Fig. 2A)^18,19^. While most orthologs group contain fewer than ten sequences, the largest ones were many times larger than this, with the biggest one (s2f_0000000) containing more than 50,000 transcription factor sequences. Aggregating at this level makes it difficult to infer gene-level insights. For example, our collaborators in ecotoxicology are particularly concerned by the 5^th^ largest ortholog group (s2f_0000004) that contained > 28,000 cytochrome P450 enzymes, an average of 47 per species. To address this issue, we further split the largest 10, 000 ortholog groups into 76, 066 groups with an adaptive k-means clustering-based approach (Fig. 2B), with the largest ortholog group being split into more groups (*n* = 96) than the smallest (*n* = 2). An example of this is shown for the vitellogenin ortholog group (Fig. 2C), a protein family that is important in the study of non-mammalian vertebrate species because it is a highly sensitive biomarker for exposure to estrogenic compounds. It is not found in the KEGG ortholog database. Details on the ortholog splitting approach, parameters, and rationale are given in the Methods section.

**Fig. 2:**
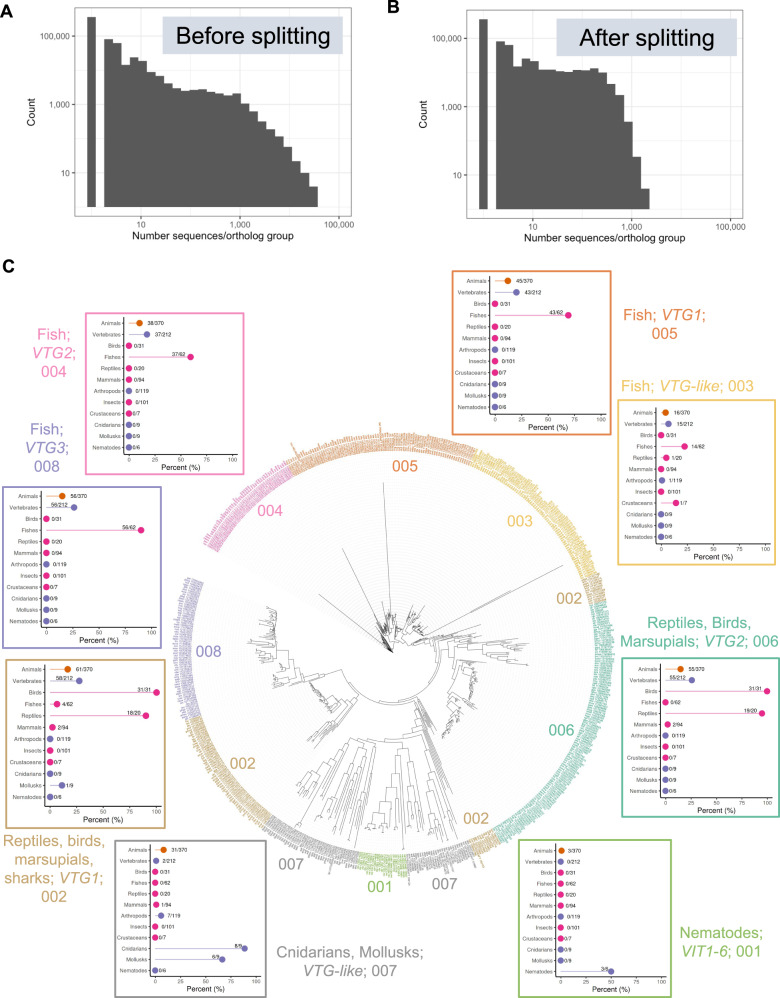
Ortholog refinement in EcoOmicsDB. Histogram of ortholog size before (**A**) and after (**B**) ortholog splitting. **C** Phylogenetic tree of sequences within ortholog s2f_0005567 (vitellogenin), annotated with the eight clusters created during ortholog splitting, surrounded by species hit plots for each cluster. Clusters are annotated by both distinct colors and numerical IDs (light green = 001, brown = 002, yellow = 003, pink = 004, orange = 005, dark green = 006, grey = 007, purple = 008). The y-axis of species hit plots shows taxonomic groups within the animal kingdom (orange = level 1, purple = level 2, pink = level 3); and the x-axis shows the percentage of those species in EcoOmicsDB with a sequence in the ortholog group.

### Efficient FASTQ processing via web interface

ExpressAnalyst contains a raw data processing module to produce count tables from raw RNA-seq reads for any eukaryotic species. For species with no reference transcriptome, reads are aligned to EcoOmicsDB using Seq2Fun 2.0. For species with a reference transcriptome, users can choose between using either Seq2Fun or Kallisto^20^. ExpressAnalyst has a user account system to allow users to upload, store, and process FASTQ files on our server. Each account is limited to 30GB of data. If users have data privacy concerns, have a dataset larger than 30 GB, or want to avoid the time-consuming upload step, we provide a Docker image for local installation. A detailed description of the overall raw data processing workflow is given in the Supplementary Note 1 and Supplementary Fig. 1.

ExpressAnalyst uses version 2.0 of the Seq2Fun algorithm (www.seq2fun.ca). Version 2.0 significantly reduces memory footprint while maintains a high efficiency compared to version 1.0^13^. For example, Seq2Fun 2.0 maintains ~2 million reads per minute while decreasing memory usage from 1.49 GB to 0.94 GB in processing our test datasets, despite version 2.0 having a much larger (> 125 times increase) database compared to version 1.0. Version 2.0 also includes a new function called SeqTract to retrieve the mapped reads for a given list of genes for transcript assembly. Seq2Fun generates mapped reads of all genes into a single fastq.gz or a pair of fastq.gz files for single and pair-end reads, respectively. To conduct a target gene assembly, SeqTract takes a list of Seq2Fun IDs and the mapped fastq.gz files as an input and outputs a fastq.gz file for each ID. The file can be fed into popular de novo assemblers^21^ to assemble the contigs for primer design, isoform identification, or phylogenetic analysis.

### Statistical and functional analysis of gene expression data

ExpressAnalyst supports visualization, statistics, and functional analysis of gene expression data uploaded in list or table format. There are three modules for statistical analysis according to the data input type. Here, we focus on the gene expression table module which contains many new and updated features to specifically support results generated by the Seq2Fun algorithm.

The ‘Expression Profiling’ module accepts microarray or RNA-seq tables for 28 model species, as well as Seq2Fun IDs and KEGG ortholog IDs for any eukaryotic species with transcriptomics data. Additionally, users can also upload their own custom annotation files or separate metadata files containing multiple experimental factors. After data upload, the ‘Data Quality Check’ page displays textual and visual summaries of the transcriptomics data and metadata. Next, the ‘Data Filtering & Normalization’ page allows users to filter by variance, abundance, and perform several common normalization techniques. Boxplots, density plots, and principal component analysis (PCA) plots allow the users to examine their data before and after applying these normalization steps. On the ‘Differential Expression Analysis’ (DEA) page, users can select between several established DEA methods – limma, edgeR and DESeq2^22–24^ with their associated parameters. Next is the ‘Select Significant Genes’ page, where users can define their p-value and/or fold-change cut-offs and view the gene expression results (Fig. 3A). All genes in the table are linked to their NCBI gene cards or EcoOmicsDB ortholog profiles (Fig. 3B). Users can view violin plots of expression values across experimental factors (Fig. 3A). Finally, the ‘Analysis Overview’ provides six visual analytics functions to help identify important features, functions and their correlations through interactive Volcano Plot, Enrichment Network, Ridgeline Chart, Heatmap, etc. (Fig. 3C, D).

**Fig. 3:**
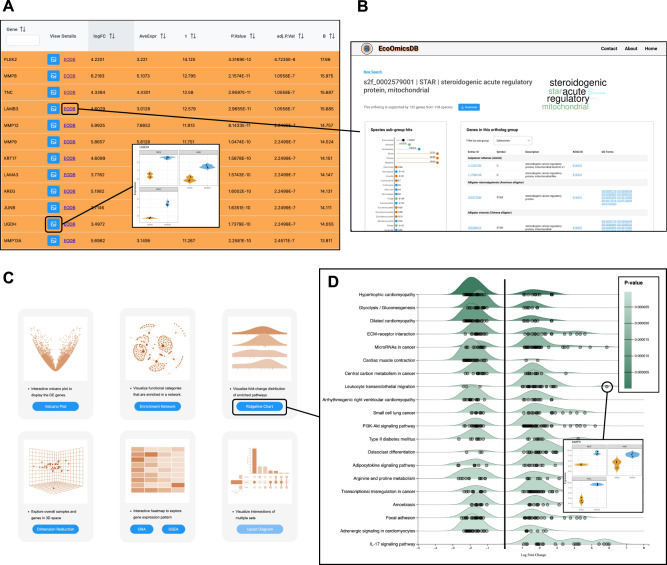
Differential and functional analysis with ExpressAnalyst. Key features of the ExpressAnalyst ‘Expression Profiling’ module include an interactive table of differentially expressed genes (**A**), with links to EcoOmicsDB ortholog profiles (**B**). There are six interactive visual analytics tools (**C**), one of which is the ridgeline plot (**D**). Here, the ridgeline plot shows gene set enrichment analysis results, where *p*-values were calculated based on the GSEA algorithm as implemented in the fgsea R package. In violin plots in (**A**) and (**D**), orange = time0 and blue = time24.

### Benchmarking and case studies

Seq2Fun 1.0 was rigorously validated in our original publication^13^. Here, to ensure that Seq2Fun 2.0 also reproduces results obtained using traditional approaches, we carried out two cases studies using organisms with reference transcriptomes (American lobster and zebrafish), as well as with one new case study involving salamander species with and without reference genomes. Seq2Fun 2.0 produced almost identical PCA variance structures and relative numbers of DEGs between treatment groups compared to analysis with reference transcriptomes (Supplementary Note 2, Supplementary Figs. 2, 3, Supplementary Tables 1, 2, Supplementary Data 1 and 2), following results obtained for Seq2Fun 1.0. 

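For the American lobster, the relations between larvae were compared directly between the count table made with Kallisto on the reference transcriptome and the count table made with Seq2Fun. RNA had been sequenced from 6 control larvae kept in filtered seawater, 6 larvae exposed to 1-methylnaphthalene as a positive control and 7 larvae exposed to a 72% water accommodated fraction (WAF) of heavy crude oil. The deposited counts were filtered on abundance and variance and converted to log2 CPM (counts scaled to library sizes after TMM normalization). These values were used to compute the Euclidean distance between each pair of larvae. This was done over 18914 genes of the Kallisto table and over 10974 ortholog groups of the Seq2Fun table. Across all pairs of larvae, the distances in both tables had a correlation of r = 0.984 (Mantel test with 100000 permutations of the larvae, one-sided, p = 1e-05, the smallest that these permutations can give). Restricting each table to its 500 most variable features was the alternative that moved this correlation most, to r = 0.961. With each larva left out in turn, r stayed between 0.982 and 0.986. Some Seq2Fun ortholog groups carry lobster gene numbers, so this comparison does not speak for a species missing from the Seq2Fun database.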

Here, we focus on the third case study to demonstrate how the concepts and functions described in this paper can be used to efficiently analyze and interpret a comparative transcriptomics dataset from multiple salamander species, some without reference transcriptomes.

The RNA-seq dataset was originally collected as part of a comparative study of transcriptional responses to limb regeneration in three ambystomatid salamander species^25^, one with a reference genome (*Ambystomatidae mexicanum*, abbreviation MEX) and two without (*Ambystomatidae andersoni*, abbreviation AND; *Ambystomatidae maculatum*, abbreviation MAC). In the original experiment, an upper arm was amputated from larvae from each of the three species, and tissue samples were taken at the time of amputation (time0), and 24 h after amputation (time24). Three pools of five larvae from each species and time group were sequenced, resulting in 3 reps * 2 time points * 3 species = 18 RNA-seq samples. RNA-seq data was quantified using a reference transcriptome from MEX and de novo transcriptomes from AND and MAC. Differential expression analysis was conducted separately for each species, and differentially expressed genes (DEGs) that were shared across species were identified by searching for sequence similarities using the BLAST algorithm. Details on larvae sex were not provided by the original manuscript.

For our analysis, FASTQ files were downloaded from NCBI GEO and were re-processed with the Seq2Fun algorithm (vertebrates database) using ExpressAnalyst to obtain the gene count tables. Downstream statistical and functional analysis was performed with the ‘Expression Profiling’ module in ExpressAnalyst. PCA plots on the “Data Normalization” page show that the primary source of variability in the normalized count matrix is species differences, as shown by the separation patterns according to species along PC1 (Fig. 4A). AND and MEX samples fall closer to each other than to MAC, which is consistent with the differences in estimated divergence time − 4.27 million years between AND and MEX compared to 21.47 million years between AND and MAC^26^. The second largest source of variability was time since amputation, shown by the separation of samples with time0 and time24 annotations along PC2 (Fig. 4A).

**Fig. 4:**
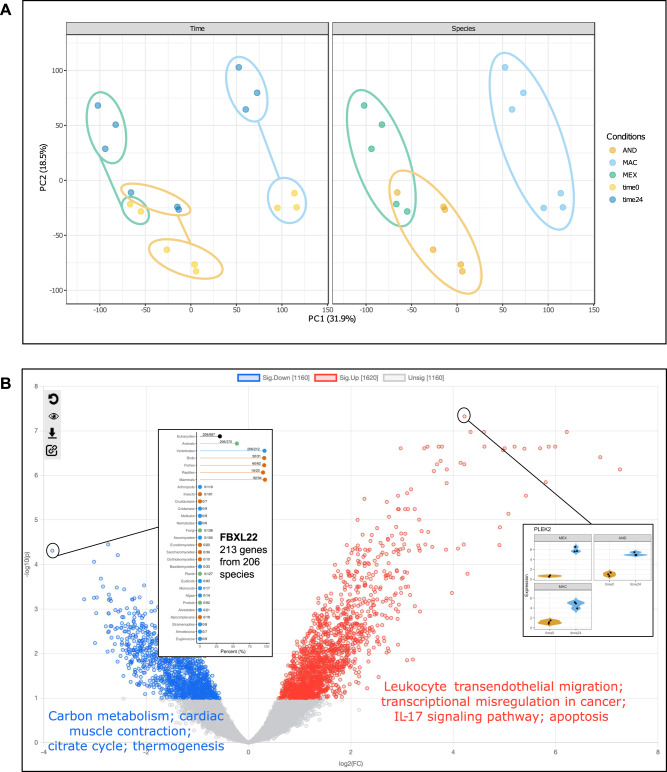
Non-model organism case study results. **A** PCA of normalized count tables for the salamander data, with samples annotated by time since amputation (time0 = yellow, time24 = dark blue), and species (AND = orange, MAC = light blue, MEX = green). **B** Volcano plot showing differentially expressed genes with log2FC on the x-axis and unadjusted *p*-value on the y-axis. Genes are colored red if their adjusted *p*-values < 0.05 and log2FCs > 0 and blue if their adjusted *p*-values < 0.05 and log2FCs < 0. *P*-values were calculated with the limma R package, which uses a moderated t-statistic (two-sided). Gene-specific details are displayed for PLEK2 (violin plot; time0 = orange, time24 = blue) and FBXL22 (species-hits plot). All plots were generated by ExpressAnalyst.

Differential expression analysis was performed with the *limma* option to identify genes that were significantly different between time0 and time24 across species by analyzing all samples together and considering species as a blocking factor. This means that a linear mixed-effects model was fit to the expression profile of each gene, with species included as a random effect and time as a fixed effect. Then, the specific contrast between time0 and time24 was computed, which is the same thing as performing a two-sided moderated t-test. The mixed effects model takes variability associated with species into account when calculating the p-value for differences between time0 and time24. Using the same statistical thresholds as the original publication (adj. *p*-value < 0.1 (FDR), no log2FC cut-off), a total of 2780 DEGs were identified. The complete results from differential analysis are available in Supplementary Data File 3.

The “Interactive Volcano Plot” tool in ExpressAnalyst was used to perform over-representation analysis (ORA) separately on the up- and down-regulated genes with KEGG, Gene Ontology Biological Process (GO BP), Molecular Function (GO MF), and Cellular Component (GO CC) gene sets (Fig. 4B). Overall, there were 27 significantly enriched pathways in the list of up-regulated genes and 81 in the list of down-regulated genes. The up-regulated pathways were mainly related to immune response, cell proliferation, and programmed cell death. The down-regulated pathways were mainly related to muscle tissue and cellular metabolism. This is consistent with the functional analysis results reported by the original publication which noted that up and down-regulated genes were enriched in GO BP terms related to wound healing and tissue development, and muscle tissue and cellular metabolism, respectively^25^. ORA results are available in Supplementary Data 3.

The top five DEGs (Table 2) were queried against EcoOmicsDB to investigate gene-level details. For convenience, the table of differential expression results in the ‘Expression Profiling’ module contains hyperlinks to the EcoOmicsDB profiles for all Seq2Fun ortholog IDs. Further, graphics on the coverage of different species sub-groups provide valuable insights into the taxonomic domain of Seq2Fun ortholog groups.

**Table 2:** Top five DEGs from the salamander case study

Seq2Fun ID	Symbol	Adj. p-value	log2FC	# Entrez ID	# Species
s2f_0005954003	*PLEK2*	4.72E -8	4.22	222	207
s2f_0000105017	*MMP8*	1.06E −7	6.22	156	143
s2f_0000040013	*TNC*	1.06E −7	4.34	309	218
s2f_0000131002	*LAMB3*	1.06E −7	4.60	234	211
s2f_0000105021	*MMP12*	2.25E -7	5.99	463	153

The *p*-value and log2FC statistics are from the ExpressAnalyst differential expression analysis results which uses a moderated t-statistic to calculate a two-sided *p*-value; the # Entrez ID and # Species are from EcoOmicsDB ortholog profiles.

The EcoOmicsDB profiles show that the top five DEGs are supported by lots of evidence (> 155 genes and > 142 species for each). The top four orthologs have an Entrez ID to species ratio close to one, and examination of the tables in EcoOmicsDB show that in cases where there are multiple Entrez IDs from one species, the symbols and descriptions are very similar (i.e., *TNC* and *TNC*-like isoform). The 5^th^ ortholog (s2f_0000105021) contains on average three Entrez ID sequences per species. Examination of the EcoOmicsDB output shows that these are generally matrix metalloproteinase-3 (also known as stromelysin; K01394), matrix metalloproteinase-7 (also known as matrilysin; K01397), and matrix metalloproteinase-12 (also known as macrophage elastase; K01413). The Entrez ID-specific GO terms show that they have identical functional annotations in nearly all cases, for example the details in EcoOmicsDB for Entrez IDs 109569210 (*MMP12*, zebu cattle), 102388711 (*MMP7*, Chinese alligator), and 103089307 (*MMP3*, Yangtze river dolphin). Taken together, there is ample evidence that these differentially expressed orthologs are robust and represent real genes/proteins.

The original publication reported 405 transcripts that were significantly impacted in all three species. We quantified all RNA-seq samples with Seq2Fun, even though there was a reference transcriptome for one species. This procedure greatly simplified the downstream analysis. Since all quantified samples shared the same set of Seq2Fun IDs, the data could be integrated across species and analyzed in a single DEA, which significantly improved the statistical power because the overall sample size was 18, instead of three separate analyses with six samples each. This likely explains our 2780 DEGs versus their 405. It is possible that reads from the same gene mapped to different ortholog IDs for different salamander species, inflating the number of DEGs. To check for this, we analyzed how often similar orthologs were both differentially expressed and had distinct species-specific expression patterns. Our analysis showed that these ‘duplicated’ DEGs are not common, accounting for ~ 3% of the significant results. More details on this analysis are given in the Supplementary Discussion.

Finally, we note that the use of salamanders makes this a particularly strong case for our proposed RNA-seq analysis framework. Amphibians can have notoriously large genomes^27^, estimated to range from 14 to 120 GB across salamander species (for reference, the human genome is 3.2 GB)^28^. Performing de novo assembly of two salamander genomes is extremely computationally intensive. The full analysis for this case study, including raw reads processing, statistical analysis, and figure preparation, took less than 24 h without using the command line or R programming, and was all done on a laptop computer. In cases where more detailed isoform analysis is desired, targeted assembly of reads mapping to individual ortholog groups of interest can be performed.

## Discussion

The main motivation of this work was to address the major computational bottlenecks facing researchers collecting RNA-seq data from non-model species^29,30^. As the costs of acquiring these data continue to drop, data analysis is increasingly becoming the bottleneck as many research groups do not have the in-house expertise or resources to process, analyze, and interpret RNA-seq data. From firsthand experience, existing point-and-click software for de novo assembly can cost upwards of $10 000 USD for the assembly and annotation alone. Hiring a contract bioinformatician is also expensive and can result in a lengthy analysis. While the initial analysis may be conducted quickly, each follow-up research query or visualization modification requires communication, typically over email. By removing barriers related to computing resources, programming skills, and knowledge of bioinformatics databases, we believe that ExpressAnalyst will make RNA-seq data processing and analysis more accessible to researchers working with non-model organisms.

Using our current framework, RNA-seq data can be easily compared across a large number of species without increasing the complexity of finding ortholog matches because reads from all species are mapped to the same ID space. This contrasts with typical BLAST-based approaches where pairwise sequence-similarity searches must be conducted between transcriptomes of different species, greatly increasing the complexity of the analysis with each additional species. One limitation of this approach is that it’s possible for reads from the same gene to be mapped to similar but different orthologs for different species, and care must be taken while interpreting the results, especially when comparing more taxonomically diverse species (Supplementary Note 3). Resolving conflicting ortholog annotations is unavoidable in RNA-seq analysis of non-model organisms: even when researchers choose to analyze their data with a de novo transcriptome, they still must annotate this de novo transcriptome by drawing on functional information from other species^7,31^.

EcoOmicsDB comprehensively addresses ortholog grouping and annotation across many species. When used as the database for Seq2Fun, it produces count tables that always use the same set of IDs, suitable for cross-species comparisons of transcriptomics data. Such comparisons are of great interest as demonstrated by the recent efforts to use ‘omics data for cross-species extrapolation of toxicity mechanisms and regulatory applications in the field of environmental toxicology^32^. ExpressAnalyst enables fast hypothesis-analysis-conclusion cycles through its interactive visual analytics tools such as the heatmap, ridgeline, and upset plots. By connecting dense statistical results to powerful bioinformatics databases containing functional information in a flexible and visual format, users are guided to move from overall trends and patterns to investigate prominent results in great depth.

The genomes of non-model organisms have been much less studied compared to mammalian model organisms and there are still many uncharacterized IDs in published reference genomes. With continued development and engagement with researchers working with non-model organisms, particularly on expanding Seq2Fun to quantify non-coding genes and further improving ortholog annotation, EcoOmicsDB can serve as the reference resource for transcript identification and functional annotation in non-model organisms. In future versions, we envision a system in which functional information learned from individual transcriptomics studies is added to the ortholog profiles in EcoOmicsDB. Over time, knowledge from such studies can be pooled across species to gain insights into uncharacterized proteins. This will not only improve the annotation and functional analysis of the current studies but would also benefit the whole research community that works on orthologs and non-model organism transcriptomics.

## Methods

### Overview of the Seq2Fun algorithm

Seq2Fun is designed to efficiently perform translated search of RNA-seq reads against a protein database^13^. The core algorithm is based on Burrows-Wheeler Transform (BWT) and Full-text Minute-space Index (FMI). BWT compresses millions of protein sequences to significantly reduce the size of the database while maintaining a small memory footprint. FMI creates a searchable data structure based on the compressed sequences that can quickly find matches to short amino acid sequences.

The first step in the Seq2Fun algorithm is to conduct reads quality control and join paired-end reads. Next, each cleaned read is translated into dozens of peptide sequences using all possible reading frames. In addition to finding the true peptide among these, Seq2Fun must also consider many other sequences that capture amino acid substitutions and deletions because the reference database contains many species that cover a wide taxonomic range^10,11^. Considering all possible amino acid substitutions for all possible reading frames is not computationally feasible, and so Seq2Fun employs two filters to greatly reduce the search space: peptide length and BLOSUM62 score, a widely used scoring matrix that summarizes the frequency of specific amino acids sequences in known peptides. First, translated sequences generated by different reading frames are filtered based on length based on the theory that the ‘true’ translation will result in a long amino acid sequence. If there are multiple amino acid sequences tied for the longest length, the most promising one is selected based on BLOSUM62 scores.

Next, the search starts with a seed of seven amino acids and considers the C terminal of the fragment to find potential start positions of matches to sequences in the reference database. A backwards searching strategy is used to extend potential matches from the C terminal to the N terminal. Allowing mismatches helps overcome evolutionary distances between the query and target sequences, however considering all amino acid substitutions would significantly slow down the search. Seq2Fun reduces the search space by again using BLOSUM62 scores to prioritize the most likely substitutions. Searches for sequences matching the query fragment continue until the N terminal is reached, or the maximum number of substitutions is exceeded. The searching regime for this read will stop if the potential match meets certain thresholds, including minimum matching scores and maximum number of substitutions. Otherwise, the search will continue based on the next most likely peptide according to the previously outlined criteria. Finally, after each read has been searched, Seq2Fun summarizes the number of best matches to each ortholog group into a count table.

We have updated Seq2Fun to version 2.0 to reduce its memory footprint (e.g., from 1.49 GB to 0.94 GB) by converting all sequences and annotations from ‘string’ to ‘integer’ data types and improving the database indexing method so that the whole process can be run in a personal computer. We notice the main bottleneck is related to input/output (I/O) speed. Adding more threads (higher than 16) may not improve performance due to this I/O constraint. Using a high-speed drive could relieve the constraint. Version 2.0 also contains a new function called SeqTract to retrieve the mapped reads for a given list of genes for transcript assembly. It takes a list of Seq2Fun IDs and the mapped fastq.gz files as an input and outputs a fastq.gz file for each ID which can be fed into popular de novo assemblers^21^. SeqTract is highly efficient supporting multi-threading with a consistent and low memory footprint.

### Creation of a high-resolution ortholog database - EcoOmicsDB

All protein-coding genes (*n* = 12,828,537) from 687 organisms covering all major phyla of eukaryotes were downloaded from KEGG using KEGGREST (version 1.34.0)^14^. Protein FASTA files for each species were submitted to OrthoFinder (version 2.5.4) for classification of genes into ortholog groups (parameters: *t* = 56, *a* = 25)^17^. OrthoFinder is a highly accurate and scalable pipeline for ortholog inference. It takes protein sequences as input and identifies all homologs by exploring both heuristic analysis of similarity scores from pairwise sequence comparison and phylogenetic trees of genes to clarify the relationship of ortholog and paralog.

The number of sequences in each ortholog group follows a power law (Fig. 2A), with the largest groups combining tens of thousands of sequences. This level of summary does not approximate gene-level count tables because tens of distinct functional groups are collapsed into one, and therefore is difficult to interpret. To solve this, we applied an additional algorithm to the top 10,000 largest ortholog groups and split them into multiple sub-groups to increase the resolution. First, MAFFT (version 7.471) was used to conduct protein alignment for each ortholog group^33^. Subsequently, the FastTree was used to generate a phylogenetic tree of all sequences in the ortholog group^34^. Next, the phylogenetic tree, or dendrogram, was converted into a distance matrix based on the pairwise cophenetic distance, which is the height of the dendrogram at the first point where two branches containing both sequences merge. Next, k-means clustering was used to split the sequences into groups based on the distance matrix. Choosing an appropriate value for *k* for each ortholog group was challenging because we were trying to minimize the grouping of distinct functional proteins, while simultaneously maximizing the grouping of the same functional proteins across species. There is an inherent tradeoff between these two objectives because the higher the resolution (increased value of *k*), the easier to minimize grouping of functional proteins but the harder to group across species. After several iterations of clustering and evaluating the results, we defined *k* as two times the ratio of the number of sequences to the number of species. For each ortholog group, gene-specific information was collapsed to a single gene symbol with associated text description, KEGG pathway, and GO annotation by tabulating the frequency of symbols and descriptions and choosing the most frequent ones after removing generic terms such as “uncharacterized” based on manual inspection.

EcoOmicsDB currently consists of 29 taxonomic sub-group databases based on the NCBI taxonomy system (Table 1). Selecting an appropriate sub-group database can improve performance in terms of speed and specificity for reads annotation and quantification. However, if the protein database is not selected properly (e.g., reads from a protist sample are mapped to the “fishes” database), key functional groups may be missed. As an empirical guideline for quality control, we provide summary statistics on the set of “core” orthologs for each sub-group (defined as orthologs that are present in the genomes of > 90% of sub-group species) and advise that > 80% of core genes should be typically quantified when a taxonomically appropriate database is selected.

### Implementation of the web-based platforms

ExpressAnalyst is implemented based on PrimeFaces and PrimeNG (www.primefaces.org) libraries (version 12 and 13, respectively) and R (version 4.1.3). The raw data processing module performs reads quality check based on fastp (version 0.21.1), and quantification based on Kallisto (version 0.46.1) or Seq2Fun (version 2.0.2). For the public server, FASTQ file upload is handled with FileBrowser (version 1.3.6), and jobs are managed by Slurm (version 20.11.2). Users frequently reported that data uploading is the most time-consuming and challenging part, due to limited bandwidth or data security concerns. To address this, we have created a Docker image of the raw data processing module to enable quantification on a local computer through our user-friendly web interface. Many features of ExpressAnalyst were previously published as part of the NetworkAnalyst platform^35^. Here, we split the general gene expression profiling features from the network building and visualization features. Significant efforts were made to develop high-performance interactive volcano plot, heatmaps and ridgeline plot to facilitate exploratory data analysis, with built-in annotation and functional analysis options to support count tables produced by Kallisto or Seq2Fun. ExpressAnalyst is available at www.expressanalyst.ca.

### Case study methods

Zebrafish RNA-seq data were obtained from NCBI’s Sequence Read Archive (SRA) with sample accessions SRR13332314 – SRR13332325 (https://trace.ncbi.nlm.nih.gov/Traces/?view=study&acc=SRP299836). Files were downloaded and converted to FASTQ format using the NCBI SRA ToolKit (version 2.11.3) before being uploaded to ExpressAnalyst. Details on sex were not included in the original manuscript. Briefly, stage I lobster larvae were exposed for 24 h to four doses of WAF (10%, 19%, 37%, and 72%) a positive control (1-methylnaphthalene, at 0.3 mg/L corresponding to the estimated concentration of EC20) or a negative control (0.22 µm filtered seawater). Due to the lack of effects reported on survival, molting and respiration after WAF exposures, only the highest dose of WAF (72% WAF) was considered for transcriptomics analysis. RNA extraction of whole larvae exposed to 72% WAF (*n* = 7), methylnaphthalene (*n* = 6) and filtered seawater (*n* = 6) was performed using Trizol. The transcriptomes were sequenced using Novaseq Illumina at 28 M reads per library. FASTQ files were downloaded from the Genome Quebec portal and uploaded to ExpressAnalyst. Sex was not considered as part of the experimental design due to the logistical difficulty of sexing invertebrate larvae. Ethical approval was not required since invertebrates other than cephalopods are not regulated under the Canadian Council on Animal Care guidelines.

For the Kallisto workflow, zebrafish samples were aligned to the GRCz11 *Danio rerio* genome assembly (accession: GCA_000002035.4, https://www.ncbi.nlm.nih.gov/data-hub/genome/GCF_000002035.6/) and lobster samples were uploaded to the GMGI_Hamer_2.0 *Homarus americanus* genome assembly (accession: GCA_018991925.1, https://www.ncbi.nlm.nih.gov/data-hub/genome/GCF_018991925.1/). The minimum quality score parameter was set to 25. For the Seq2Fun workflow, zebrafish samples were aligned to a customized version of the “Fishes” database that had zebrafish sequences removed, and lobster samples were aligned to the ‘Crustaceans’ database. The Seq2Fun parameters were set as “maximum number of mismatches” = 2, “minimum matching length” = 19, and “minimum matching BLOSUM62 score” = 80. The zebrafish sequences were removed to better demonstrate how mapping to pooled sequences from many other species compares to mapping to a reference transcriptome. This customized database is available for download in the Seq2Fun website (www.seq2fun.ca) under the “Database” tab.

Both count tables (Kallisto and Seq2Fun) were analyzed with ExpressAnalyst. The appropriate organisms and IDs were selected, and data type was set to RNA-seq. Data were filtered to remove those with low abundance and low variation by setting the variance filter to 15 and the abundance filter to 4. 

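For the lobster tables, the abundance filter was read as a total of at least 4 counts over the 19 larvae, and the variance filter as removal of the 15% of features with the smallest interquartile range of counts. Without either filter, 23536 genes of the Kallisto table and 13933 ortholog groups of the Seq2Fun table entered the tests. The number of differentially expressed genes (DEGs) between larvae exposed to methylnaphthalene and control larvae was then 729 in the Kallisto table. With the variance filter applied to log2 CPM in place of counts, 757 genes of the Kallisto table and 322 ortholog groups of the Seq2Fun table were DEGs in this contrast. With edgeR's filterByExpr in place of both filters, 17373 genes and 10233 ortholog groups were tested, of which 676 and 286 were DEGs.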

Data were normalized using the “Log2 counts per million” option followed by differential analysis with the limma R package (version 3.52.4). 

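In the lobster tables, limma applied to log2 CPM without weights gave 696 DEGs between methylnaphthalene and control larvae in the Kallisto table and 273 in the Seq2Fun table. For 72% WAF against control larvae it gave 26 DEGs in the Kallisto table and 12 in the Seq2Fun table. The available part of Supplementary Data 2 lists 1999 of 17945 genes for Kallisto and 1690 of 10579 ortholog groups for Seq2Fun, sorted by significance, for methylnaphthalene and control larvae. Of its Kallisto genes, 1883 were tested here. The log2 fold changes of 1859 of them lay within 0.25 of the paper's after a change of direction, since the paper's Kallisto values are control relative to methylnaphthalene. Of its Seq2Fun ortholog groups, 1534 were tested here, and 1388 lay within 0.25 of the paper's log2 fold changes in the same direction. The paper's Kallisto values come with a likelihood ratio statistic and its Seq2Fun values with limma's moderated statistic.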

Each treatment group was compared to the control group using the “specific comparison” option. Genes were defined as differentially expressed if their false discovery rate (FDR) adjusted p-values were less than 0.05 and the absolute log fold changes greater than 1.5. For each contrast, the list of DEGs was analyzed for enriched KEGG pathways using the “ORA Networks” tool. A pathway was defined as significantly enriched if the FDR-adjusted p-value was less than 0.05 and there were at least five DEGs in the gene set.

Salamander RNA-seq data were obtained from NCBI’s SRA at sample accessions SRR7499348 - SRR7499365, excluding sample SRR7499350 which was identified as an outlier by QA/QC performed by the original publication^25^. All RNA-seq profiles were measured from distinct tissue samples. Files were downloaded and converted from SRA to FASTQ format using the NCBI SRA ToolKit (version 2.11.3) before being uploaded to ExpressAnalyst. Samples were aligned to the “Vertebrates” database using Seq2Fun 2.0. In the ‘Expression Profiling’ module, the count table was normalized with the “Log2 counts per million” option using the limma voom R package followed by differential analysis with limma^23^. For differential analysis, time was set as the primary factor, and species as the secondary factor with the secondary factor defined as a “blocking factor”. Then, a “specific comparison” was performed between ‘time0’ and ‘time24’. Following the original publication^25^, genes were considered differentially expressed if their FDR-adjusted p-values were less than 0.1. The DEGs were split into lists of up and down-regulated genes, and each list was analyzed for enriched KEGG pathways using the “Interactive Volcano Plot” tool, which uses hypergeometric tests to perform over-representation analysis. A pathway was defined as significantly enriched if the FDR-adjusted p-value was less than 0.05 and there were at least five DEGs in the gene set.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Reporting Summary

## Data Availability

The salamander RNA-sequencing data re-analyzed in this study were deposited by the original authors in the NCBI Sequence Read Archive under accession code SRP152819. The lobster RNA-sequencing data generated in this study have been deposited in the NCBI Gene Expression Omnibus database under accession code GSE225876. The zebrafish RNA-sequencing dataset re-analyzed in this study were deposited by the original authors in the NCBI Sequence Read Archive under accession code SRP299836. EcoOmicsDB is freely available for bulk download at www.ecoomicsdb.ca/#/download. All findings in the manuscript can be reproduced using these data.

# Supplementary material for: ExpressAnalyst: A unified platform for RNA-sequencing analysis in non-model species
**Source:** Nat Commun. 2023 May 24;14:2995. doi: 10.1038/s41467-023-38785-y
**Supplement:** Supplementary file 1 — Supplementary Information

## **Supplementary Information for:**

### **ExpressAnalyst: a unified platform for RNA-sequencing analysis in non-model species**

Peng Liu<sup>1\*</sup>, Jessica Ewald<sup>1\*</sup>, Zhiqiang Pang<sup>1</sup>, Elena Legrand<sup>1</sup>, Yeon Seon Jeon<sup>1</sup>, Jonathan Sangiovanni<sup>1</sup>, Orcun Hacariz<sup>1</sup>, Guangyan Zhou<sup>1</sup>, Jessica A. Head<sup>1</sup>, Niladri Basu<sup>1</sup>, Jianguo Xia<sup>1</sup>

\* These authors contributed equally to the work.

## Supplementary Note 1

### *“Raw Data Processing” Module in ExpressAnalyst*

Raw data processing can be performed online or locally, using a Docker implementation. If users select the ‘Online Processing’ option, they will be prompted to create an account to manage the storage of their FASTQ files on the Xia Lab server. Upon login, users are prompted to upload FASTQ files via FileBrowser, and can view previously uploaded files. Next, users can initiate a processing job using either a reference (Kallisto and reference transcriptome) or reference-free approach (Seq2Fun and EcoOmicDB). After initiating a project, users are brought to the “Data Inspection & Annotation” page to select samples for quantification, label samples with experimental factors, and, in the case of paired end reads, group forwards and backwards reads from the same sample. The “Reads Mapping & Quantification” page allows users to select a reference transcriptome or use our ortholog database for read mapping together with a few quantification parameters. After job submission, the “Job Status View” page will be displayed, showing a summary of the number of completed samples and a log of the Kallisto or Seq2Fun output. At this stage, users can close the browser tab, and the job will continue to run on the server. Total processing time will vary depending on current server load, dataset size, and sample sequencing depth, but in our experience a dataset with 15 FASTQ files that are ~1GB each takes around six hours to complete. Users will receive email notices once their jobs are complete. The “Project Results” page includes a summary table of quantification statistics, PCA plots, rarefaction curves, and plots of reads quality before and after filtering. From here, users can go to the “Download Results” page to obtain the count table, feature annotation details, and other analysis information. The count table is ready for downstream analysis using the statistical modules in ExpressAnalyst.

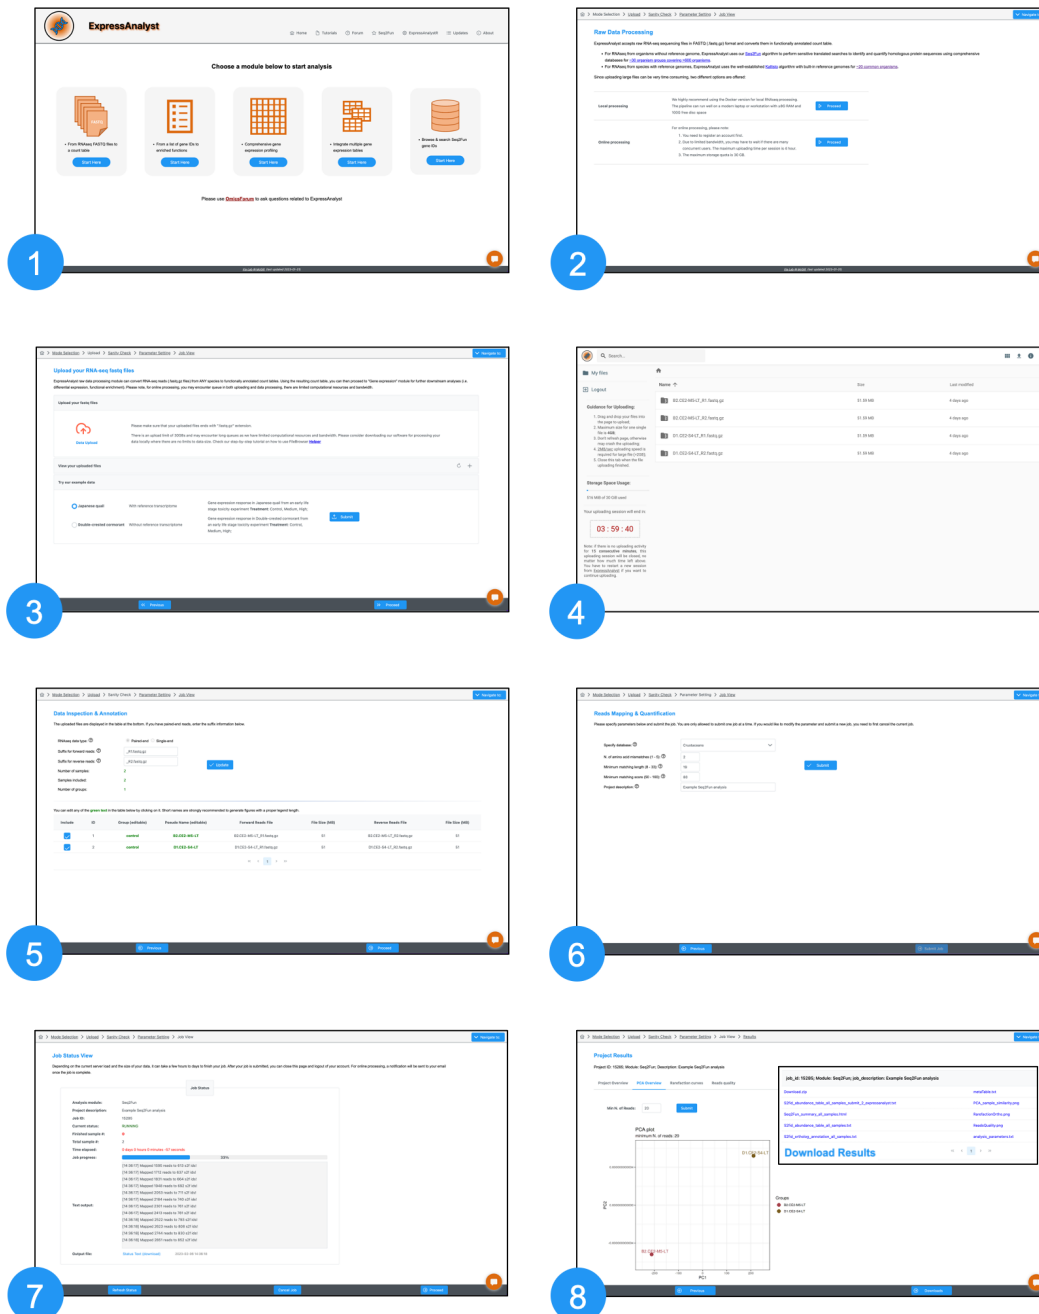

**Supplementary Figure 1 - Overview of the ExpressAnalyst raw data processing interface:**  
The raw data processing workflow includes initiation from the Module View (1), selection of online or local processing (2), file view (3), FileBrowser uploader (4), sample annotation (5), parameter setting (6), job view (7), and results via PCA, rarefaction curves, reads quality filters, and summary table (8).

## Supplementary Note 2

### *Case Study Overview*

Several datasets were used to develop, build, test, and update ExpressAnalyst. Here, we analyze two RNA-seq datasets from zebrafish (*Danio rerio*) larvae and American lobster (*Homarus americanus*) larvae, organisms with reference transcriptomes, with both Kallisto and Seq2Fun. The results are compared to show that Seq2Fun still recovers overall trends after changing the ortholog protein database that was evaluated in the original publication<sup>1</sup>. Note that American lobster does not have any publicly available pathway libraries for the current version of the reference genome, so functional analysis could not be performed for the American lobster Kallisto dataset. A custom fish ortholog database containing all fish sequences except for zebrafish sequences was created to analyze the zebrafish dataset.

### Results

#### *Case study #1: Zebrafish*

The zebrafish RNA-seq data were collected as part of a previously published study that investigated the toxicity of perfluorooctane sulfonate (PFOS) compared to sodium p-perfluorooctanesulfonate (OBS), a popular PFOS alternative<sup>2</sup>. Three groups of zebrafish embryos were exposed to 20 mg/L PFOS, 20 mg/L OBS, and 30 mg/L OBS, in addition to a fourth unexposed control group, starting at six hours post fertilization. RNA-seq profiles were measured in whole embryos at four days post fertilization. Raw FASTQ files were downloaded from NCBI's Gene Expression Omnibus (GEO) at accession GSE164074. The original study found that while immune-related genes and pathways were impacted by both OBS and PFOS exposure, a higher number were dysregulated to a higher degree by PFOS. This supports their

overall conclusion that while PFOS and OBS have a similar mechanism, PFOS is more toxic, likely because it is more bioaccumulative<sup>3</sup>.

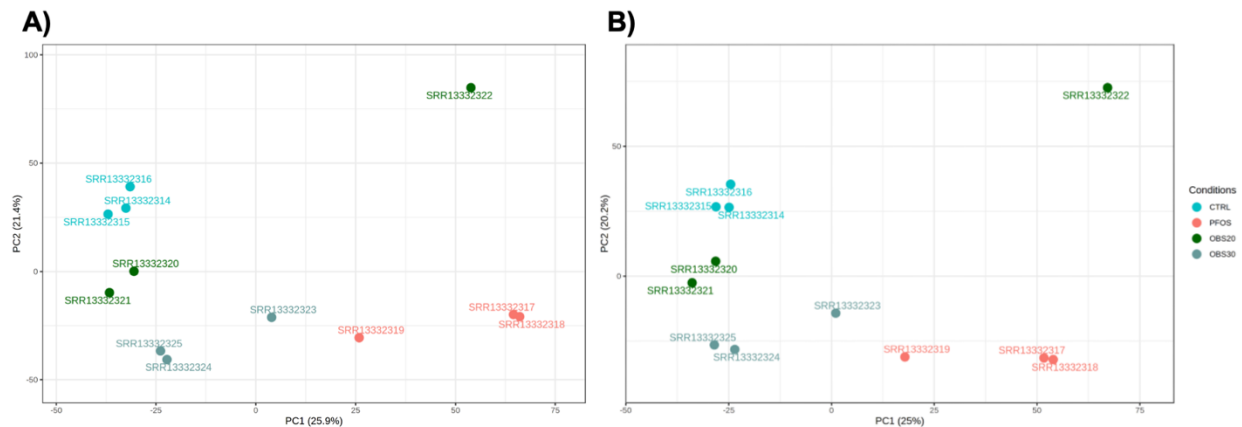

**Supplementary Figure 2 - PCA of normalized zebrafish count tables:** data were processed with a) Kallisto and b) Seq2Fun. These plots were generated by ExpressAnalyst.

Visual inspection of PCA plots of the normalized counts (**Supplementary Figure 2**) shows that both Seq2Fun and Kallisto captured the same variability structure among the samples, even though Kallisto mapped a higher percentage of reads (78% vs. 53%) to a higher number of features (52 518 vs. 17 186) (**Supplementary Table 1**). The higher number of reads is expected since Kallisto is quantifying multiple transcript isoforms for each coding transcript, as well as non-coding transcripts, while Seq2Fun is quantifying orthologs that do not distinguish isoforms and only include protein-coding sequences. The number of DEGs for each exposed vs. control group has the same pattern between Kallisto and Seq2Fun (PFOS > OBS30 > OBS20), with a slightly higher number in each contrast for Kallisto (**Supplementary Table 1**).

**Supplementary Table 1 - Results from zebrafish DEA and GSA:** Tables of the full differential expression and pathway results are in the SI\_cs1\_zebrafish.xlsx supplementary file.

|                       | Kallisto |       |      | Seq2Fun |       |      |
|-----------------------|----------|-------|------|---------|-------|------|
| # Features quantified | 41 345   |       |      | 17 186  |       |      |
| Reads mapping         | 77.49%   |       |      | 53.12%  |       |      |
|                       | OBS20    | OBS30 | PFOS | OBS20   | OBS30 | PFOS |
| DEGs                  | 106      | 430   | 669  | 59      | 259   | 450  |
| KEGG                  | 2        | 1     | 1    | 1       | 4     | 10   |

Directly comparing the DEGs across Kallisto and Seq2Fun is challenging because of a lack of mapping between zebrafish transcripts and ortholog groups, however a cursory examination of the results shows that the top DEGs are very similar across the two software. For example, in the PFOS vs. CTRL results, the symbols “mmp9” (Entrez = 406397; Seq2Fun = s2f\_0000105026), “ahsg2” (Entrez = 567406; Seq2Fun = s2f\_0008962001), and “pth1a/PTH” (Entrez = 405886; Seq2Fun = s2f\_0011129001) are among the top DEGs for each software, and the quantified log2FC values are nearly the same (mmp9 = 3.81, 3.78; ahsg1 = -4.64, -6.01; pth1a = 5.44, 4.57 for Kallisto and Seq2Fun respectively). The number of significant pathways is more variable between the Kallisto and Seq2Fun results, however the biological themes of the top enriched pathways are quite similar for given contrasts. For example, for both software the PFOS vs. CTRL pathways are largely related to cellular signaling and the OBS30 vs. CTRL pathways are mostly related to lipid metabolism, lipid transport, and steroid biosynthesis (see **SI\_cs1\_zebrafish.xlsx**).

Differences in the specific pathways flagged as enriched across the two software are expected because the Seq2Fun ortholog groups are more densely annotated than most transcriptomes.

Overrepresentation analysis is very dependent on the total number of measured genes and on the number of genes in individual pathways. Thus, even if the lists of DEGs are very similar across two analyses, the specific pathways that get flagged as enriched can vary if there are substantial differences in annotation densities, as in the case for the Kallisto and Seq2Fun analyses. This explains many of the differences in the specific pathways that were flagged as enriched between the two analysis pipelines.

### *Case study #2: Lobster*

The American lobster RNA-seq profiles were collected as part of a study that investigated the biological impacts of exposure to heavy crude oil. One group was exposed to a water accommodated fraction (WAF) of oil at 72% concentration (WAF\_72; n = 7), another to 0.39 mg/L of the polycyclic aromatic hydrocarbon (PAH) 1-methynaphthalene (positive control; n = 6), and a third group was unexposed (control; n = 6). These are new, unpublished data collected by the authors of this paper.

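Each RNA-seq library came from 1 whole larva, and both quantification methods were run on the same 19 libraries. The exposures lasted 24 h, and the control larvae were kept in seawater filtered at 0.22 µm. The case study methods and the sample labels give the 1-methylnaphthalene concentration as 0.3 mg/L, whereas the supplementary note gives 0.39 mg/L. The paper describes the animals as stage I larvae, whereas the labels describe them as embryonic, day 9. The authors filtered the reads at a minimum quality score of 25, and quantified them with Kallisto on the GMGI_Hamer_2.0 transcripts and with Seq2Fun on the Crustaceans database, allowing at most 2 mismatches. The Kallisto table holds estimated counts for 46006 transcripts without normalization, and 55.2% of its values have decimals. All of these transcripts were matched to one of 25667 genes, and their counts were summed per gene and rounded. The Seq2Fun table holds whole counts per ortholog group.
Total counts per larva in the Kallisto table ran from 14295653 to 44466373, with a median of 25855582 in control larvae, 26276219 in methylnaphthalene larvae and 24839160 in WAF larvae. In the Seq2Fun table they ran from 4580939 to 22681602, with medians of 9740820, 12369307 and 8674377. The paper reports sequencing at 28 M reads per library, and 6 larvae had Kallisto totals above that number. Neither exposed group differed from the control larvae in its mean Kallisto total beyond the spread between larvae (two-sided exact permutation tests, p = 0.494 for methylnaphthalene and p = 0.884 for WAF). A long non-coding RNA, LOC121857831, took 16.2% of all Kallisto counts, and protein-coding genes took 77.5%. DEGs were called with edgeR's quasi-likelihood test in 1 fit of all larvae after TMM normalization, at an adjusted p below 0.05 and an absolute log2 fold change above 1.5.

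**Figure D1:**
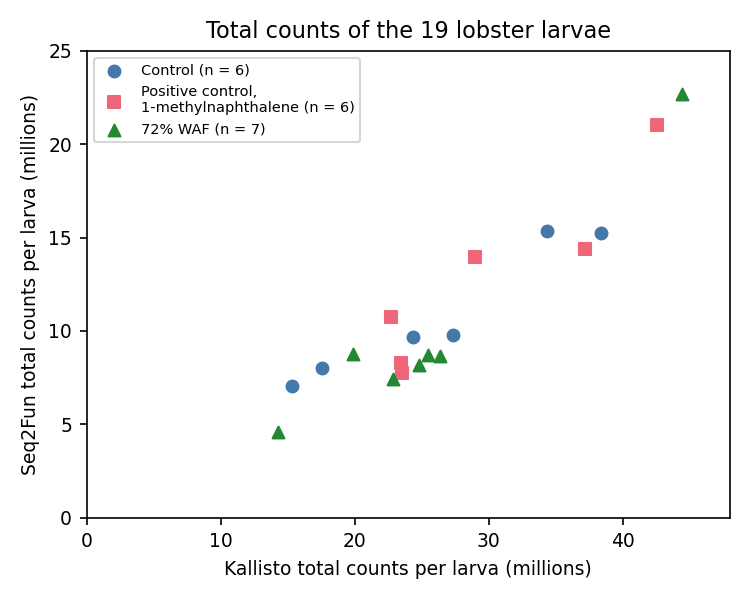
Total counts in the Seq2Fun table against total counts in the Kallisto table, for control, methylnaphthalene and WAF larvae, with 1 point per larva. Kallisto totals lie between 14295653 and 44466373, and Seq2Fun totals between 4580939 and 22681602.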

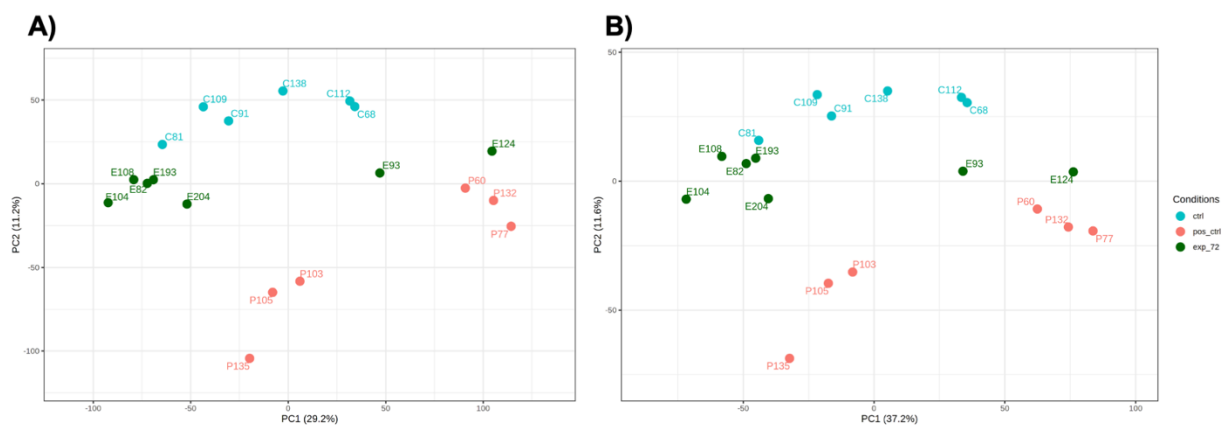

**Supplementary Figure 3 – PCA of normalized lobster count tables:** data were processed with a) Kallisto and b) Seq2Fun. These plots were generated by ExpressAnalyst.

The patterns with the lobster data are very similar to those with the zebrafish data. 

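A count above 0 in at least 1 larva was found for 42812 Kallisto transcripts, which belong to 23755 genes, and for 13933 Seq2Fun ortholog groups. Per larva, between 18947 and 21024 genes and between 11220 and 12265 ortholog groups had a count. The Seq2Fun total of a larva was on average 40.2% of its Kallisto total, while the paper's mapping rates of 29.13% and 71.71% give 40.6%. This share was 41.95% ± 4.12 (SD, n = 6) in control larvae and 41.97% ± 7.19 (SD, n = 6) in methylnaphthalene larvae (two-sided exact permutation test, p = 1.0). It was 37.1% ± 7.43 (SD, n = 7) in WAF larvae, which was not beyond the spread between larvae (p = 0.184 by the same exact test, 0.335 after Benjamini-Hochberg adjustment over 20 comparisons). Without the 10 features with the highest totals in each table, the alternative that moved these differences most, the difference from control larvae in percentage points was -1.89 with WAF in place of -4.87, and -0.758 with methylnaphthalene in place of 0.014.
In the principal component analysis (PCA) of log2 CPM, computed with TMM library sizes and a prior count of 0.5, PC1 held 33.75% of the variance in the Kallisto table (jackknife standard error 5.66) and 42.38% in the Seq2Fun table (standard error 6.34). PC2 held 12.7% and 13.8%. Using no filter moved PC1 to 27.9% and 32.2%, and using transcripts in place of genes, an alternative chosen after the data were seen, moved it to 19.1% in the Kallisto table. PC1 scores of both tables correlated over the 19 larvae with r = 0.991 and rho = 0.991 (two-sided permutation tests, p = 1e-05 for both, the smallest they can give, adjusted p = 4e-05 over a family of 8), and with r = 0.987 without the 2 larvae farthest from the median. No batch is named in the labels or the paper, so the relation was also computed within each group. PC1 correlated between tables with r = 0.997 in control larvae and r = 0.999 in methylnaphthalene larvae (exact permutation tests, p = 0.00139 each), and with r = 0.998 in WAF larvae (exact permutation test, p = 0.000198), with adjusted p-values of 0.00185, 0.00185 and 0.000529. Each within-group rho was 1.0 (exact permutation p at most 0.00278).
On PC2 the control larvae did not overlap with either exposed group in either table, so the correlation over all larvae (r = 0.987, two-sided permutation test, p = 1e-05, adjusted p = 4e-05) includes the difference between groups, and the relation between tables was also computed within groups. It was r = 0.970 in control larvae (rho = 1.0, two-sided exact permutation tests, p = 0.00278 for both) and r = 0.991 in methylnaphthalene larvae (rho = 1.0, exact p = 0.00139 and 0.00278), with adjusted p-values of at most 0.00317. In WAF larvae it was r = 0.735 (exact permutation p = 0.0669) with rho = 0.393 (exact p = 0.396), and it became -0.746 without the 2 larvae farthest from the median, so it rests on those larvae. Mean Kallisto PC2 scores lay 82.95 above those of control larvae with methylnaphthalene (exact permutation test, two-sided, p = 0.00216, adjusted p = 0.00541) and 41.4 above them with WAF (exact p = 0.000583, adjusted p = 0.00291). In the Seq2Fun table the differences were 56.1 and 23.7, with the same p-values.
The share of variance between groups was tested over all features with an exact one-sided permutation test of the pseudo-F from Euclidean distances. Methylnaphthalene against control held 24.4% of the variance in the Kallisto table (exact p = 0.00216 over 924 splits) and 24.7% in the Seq2Fun table (exact p = 0.013). WAF against control held 10.7% (exact p = 0.162 over 1716 splits) and 10.9% (exact p = 0.18). Without WAF replicate 6, WAF against control held 16.0% in the Kallisto table (exact p = 0.026) and 17.8% in the Seq2Fun table (exact p = 0.0455). Scaling each feature to unit variance moved the methylnaphthalene share to 19.1% (exact p = 0.0303) in the Kallisto table and to 16.6% (exact p = 0.0823) in the Seq2Fun table, while the 500 most variable features moved it to 33.4% and 43.2% (exact p = 0.00216 for both).

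**Figure D2:**
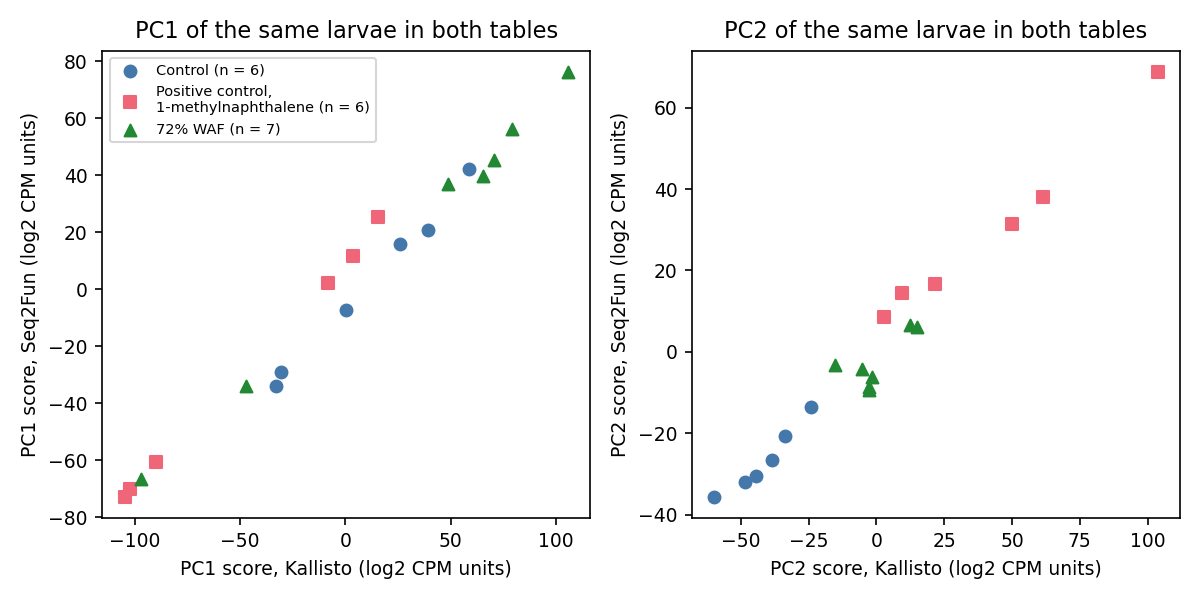
Scores of the 19 larvae in the Seq2Fun table against those in the Kallisto table, on PC1 (left) and PC2 (right), in units of log2 CPM, with 1 point per larva and the groups in different colours. In both tables control larvae lie below the exposed larvae on PC2, while the groups overlap on PC1.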

PCA plots of the normalized counts data show the same variance structure for both quantification methods (**Supplementary Figure 3**), even though more features were quantified by Kallisto and Kallisto had a higher reads and gene mapping rate (**Supplementary Table 2**). The pattern of DEGs for each contrast is also similar between Kallisto and Seq2Fun, with the positive control group having many more DEGs than the 72% WAF group. 

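Between methylnaphthalene and control larvae, 726 genes of the Kallisto table were DEGs, 694 with higher and 32 with lower expression after exposure, and 310 ortholog groups of the Seq2Fun table, 303 higher and 7 lower. Between 72% WAF and control larvae there were 22 DEGs in the Kallisto table, 2 higher and 20 lower, and 13 in the Seq2Fun table, 0 higher and 13 lower. In edgeR's quasi-likelihood test of the WAF contrast, 1608 of 18914 genes and 844 of 10974 ortholog groups had an unadjusted p below 0.05. Chance alone gives a share of about 0.05 at this threshold. An adjusted p below 0.05 was found for 49 genes and 31 ortholog groups. The share of WAF DEGs with higher expression moved with the test. DESeq2 with its own size factors gave 10 higher and 35 lower genes in the Kallisto table, and the 22 DEGs above were among them. Adding 1 surrogate variable gave 19 higher and 27 lower genes there, and 16 higher and 15 lower ortholog groups in the Seq2Fun table. Among the alternatives chosen before the data were seen, dropping the fold change threshold moved the methylnaphthalene counts most, to 1615 genes and 682 ortholog groups. Using transcripts in place of genes, an alternative chosen after the data were seen, gave 320 DEGs in that contrast.
The CPM of every exposed larva lay beyond those of all control larvae for 598 of the 726 methylnaphthalene DEGs and for all 22 WAF DEGs of the Kallisto table. Among all tested genes this held for 6.72% with methylnaphthalene, where chance gives 0.216%, and for 0.650% with WAF, where chance gives 0.117%. In the Seq2Fun table it held for 260 of the 310 methylnaphthalene DEGs and all 13 WAF DEGs, and for 5.26% and 0.519% of the tested ortholog groups.
The exposed groups were also tested against each other, since unequal counts of DEGs do not test their difference. Methylnaphthalene and WAF larvae differed in 205 genes of the Kallisto table, 200 of them higher with methylnaphthalene, and in 82 ortholog groups of the Seq2Fun table, 82 of them higher. These counts depended on WAF replicate 6, without which they were 786 and 330. With each larva left out in turn, they ran from 106 to 786 genes and from 34 to 330 ortholog groups. Over the other settings they ran from 71 to 688 genes and from 28 to 258 ortholog groups. Of 100 splits of these larvae, the real one included, 5 gave at least 205 genes and 6 gave at least 82 ortholog groups. The numbers of DEGs in this contrast are therefore not beyond what such splits give, although 92 and 91 of the other splits gave 0 DEGs. The splits were not repeated without WAF replicate 6.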

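The genes given here were chosen by a fixed rule from the smallest adjusted p-values and from Supplementary Data 2, which also supplied their names and comes from the same larvae. Positions are not given because the gene list available here names no chromosome or scaffold. Adjusted p-values are from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. LOC121874308, a sodium-dependent nutrient amino acid transporter 1-like gene, had 2.56 ± 1.08 CPM (SD, n = 6) in control larvae and 144 ± 25.4 CPM (SD, n = 6) in methylnaphthalene larvae, a log2 fold change of 5.80 (standard error 0.497, adjusted p = 1.93e-06). With WAF its log2 fold change was 1.75 (adjusted p = 0.116), and it passed the thresholds for a DEG with DESeq2 (adjusted p = 0.00483, in a range of 0.00483 to 0.32 over its alternative tests). The serine/threonine-protein kinase meng-po-like gene LOC121872643 rose from 0.65 ± 0.37 to 32.8 ± 23.2 CPM with methylnaphthalene, a log2 fold change of 5.69 (standard error 0.610, adjusted p = 1.80e-05). The uncharacterized gene LOC121879926 rose from 1.68 ± 0.44 CPM to 21.8 ± 13.4 CPM with methylnaphthalene (log2 fold change 3.70, adjusted p = 7.38e-06). In WAF larvae LOC121879926 had 5.31 ± 1.40 CPM (log2 fold change 1.66, adjusted p = 0.0434), and it was not a DEG with library sizes in place of TMM (adjusted p = 0.171, in a range of 0.000385 to 0.171 over its alternative tests) and stayed a DEG in only 5 of the 19 fits with 1 larva left out (adjusted p up to 0.108). The uncharacterized gene LOC121874996 had the smallest adjusted p in the Kallisto table with methylnaphthalene, at 7.26 ± 0.44 CPM in control and 31.9 ± 6.09 CPM in exposed larvae (log2 fold change 2.14, adjusted p = 2.79e-07). The inositol-trisphosphate 3-kinase homolog gene LOC121862377 rose from 22.5 ± 0.77 to 67.01 ± 16.2 CPM, a log2 fold change of 1.57 that fell under the threshold without methylnaphthalene replicate 4 (1.48) or replicate 5.
Among the genes with lower expression after exposure, the AN1-type zinc finger protein 2A-like gene LOC121878881 had 175 ± 81.4 CPM (SD, n = 6) in control larvae, 16.7 ± 7.88 CPM (SD, n = 6) in methylnaphthalene larvae and 8.08 ± 2.85 CPM (SD, n = 7) in WAF larvae. Its log2 fold changes were -3.39 (adjusted p = 1.54e-05) and -4.43 (adjusted p = 1.29e-06). The Seq2Fun ortholog group s2f_0001499003, named ZFAND2A, had 57.8 ± 20.9, 4.43 ± 1.85 and 2.59 ± 0.45 CPM in these groups, with log2 fold changes of -3.69 (adjusted p = 1.34e-07) and -4.45 (adjusted p = 4.15e-09). The 3 heat shock 70 kDa genes LOC121855754, LOC121855757 and LOC121855758 have the same annotated length and may share reads, so how Kallisto split the counts between them is uncertain. Their log2 fold changes were -5.13, -4.74 and -4.79 with methylnaphthalene (adjusted p up to 0.000981) and -6.26, -6.07 and -5.81 with WAF (adjusted p up to 0.00149). Their summed expression ran from 41.2 to 504 CPM in control larvae, from 0.759 to 22.5 CPM in methylnaphthalene larvae and from 1.05 to 7.47 CPM in WAF larvae. The kinase gene LOC121867949, named probable serine/threonine-protein kinase samkC, fell from 12.0 ± 5.33 CPM to 0.17 ± 0.11 CPM with WAF (log2 fold change -5.94, standard error 0.641, adjusted p = 9.47e-05), and to 1.48 ± 1.70 CPM with methylnaphthalene (log2 fold change -2.98, adjusted p = 0.00202).
In the Seq2Fun table, the ortholog group s2f_0144728001, a serine/arginine repetitive matrix protein 1-like group, had at most 1 count in any control larva and 3.64 ± 0.87 CPM (SD, n = 6) in methylnaphthalene larvae, at least 12.1-fold higher (adjusted p = 2.03e-05). The uncharacterized group s2f_0113049001 rose from 7.43 ± 1.04 to 30.6 ± 5.31 CPM (log2 fold change 2.05, adjusted p = 1.78e-06). With WAF, the hypothetical protein group s2f_0005007002 fell from 410 ± 27.4 to 122 ± 16.0 CPM (log2 fold change -1.75, adjusted p = 5.56e-08). With methylnaphthalene it fell to 151 ± 26.8 CPM, a log2 fold change of -1.44 that was under the threshold and passed it only when methylnaphthalene replicate 2 was left out. The samkc group s2f_0112968001 fell from 21.6 ± 12.0 to 0.30 ± 0.25 CPM with WAF (log2 fold change -5.86, adjusted p = 5.02e-05).

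**Figure D3:**
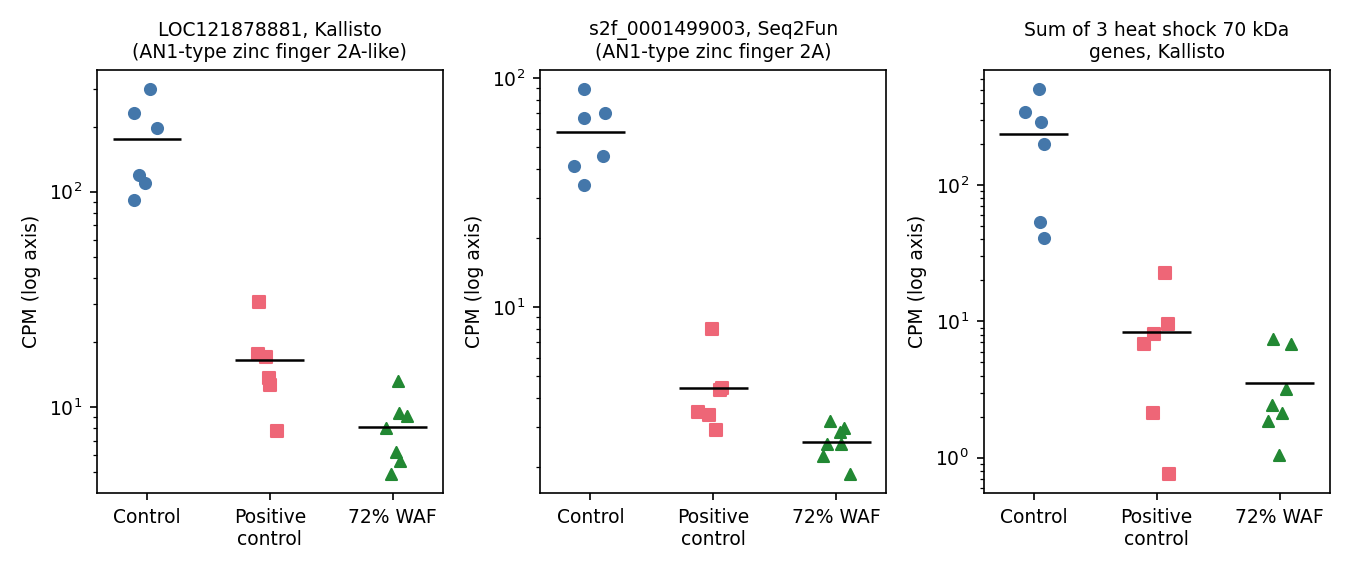
Expression of the AN1-type zinc finger gene LOC121878881, of the ortholog group s2f_0001499003 and of the sum of the 3 heat shock 70 kDa genes, in CPM on a log axis, with 1 point per larva and a line at the mean of each group of control, methylnaphthalene and WAF larvae. All control larvae lie above all exposed larvae in each panel.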

While the number of DEGs for each group is higher for Kallisto, the ratio between the two contrasts is very similar across both quantification methods.

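The ratio of methylnaphthalene to WAF DEGs was 33.0 in the Kallisto table and 23.8 in the Seq2Fun table, while the paper's counts give ratios of 18.16 and 22. Neither ratio was given a test of its own. With each larva left out in turn, the Kallisto ratio ran from 23.4 to 39.0 and the Seq2Fun ratio from 18.1 to 27.1, and the Kallisto ratio was the larger in all 19 of these paired fits. It was also the larger under 12 of 14 other settings, but the smaller with DESeq2 (18.8 against 24.2) and with edgeR's likelihood ratio test (19.4 against 19.9). Adding 1 surrogate variable was the alternative that moved the Seq2Fun ratio most, to 11.3, and it gave 19.6 in the Kallisto table. DESeq2 moved the Kallisto ratio most, to 18.8. The Kallisto table had the larger count of DEGs in both contrasts under each of the 14 alternative tests and filters applied to both tables, most of which are shown in the plot of DEG counts by setting. As a share of the features tested, DEGs made up 3.84% in the Kallisto table and 2.83% in the Seq2Fun table with methylnaphthalene, and 0.116% and 0.118% with WAF.

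**Figure D4:**
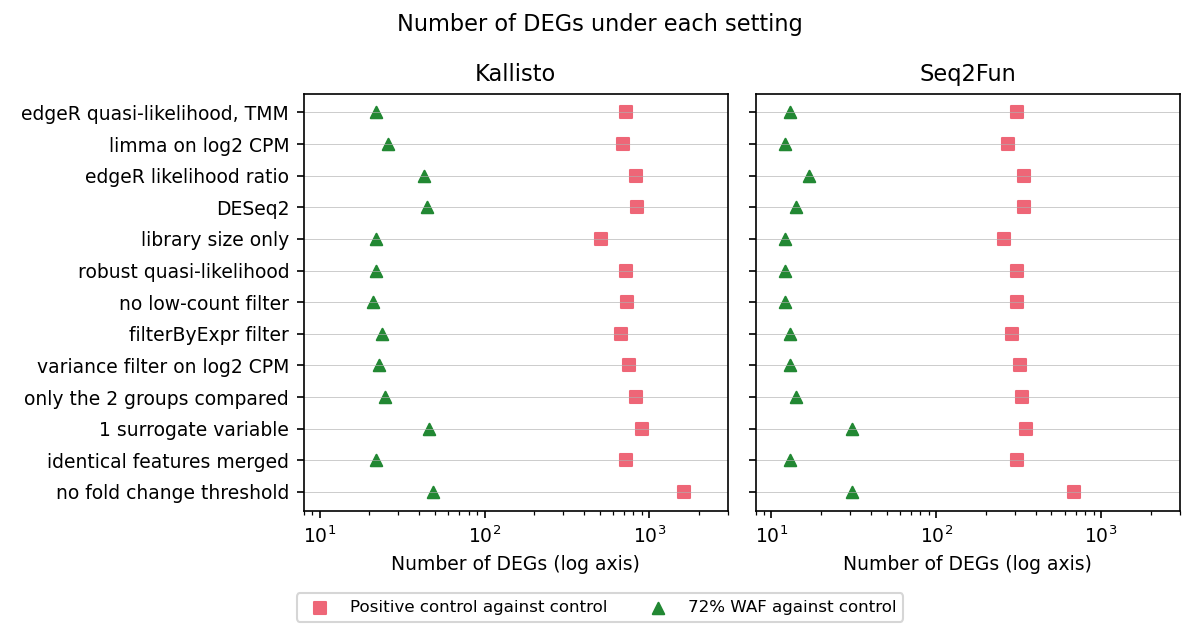
Number of DEGs, on a log axis, in each contrast against control larvae under the test and filter settings named on the left, for the Kallisto and Seq2Fun tables. Kallisto counts with methylnaphthalene lie between 506 and 1615, and Seq2Fun counts between 257 and 682.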

**Supplementary Table 2 - Results from lobster DEA and GSA:** Tables of the full differential expression and pathway results are available in Supplementary Data 2.

|                       | Kallisto         |                | Seq2Fun          |                |
|-----------------------|------------------|----------------|------------------|----------------|
| # Features quantified | 36 925           |                | 10 332           |                |
| Reads mapping         | 71.71%           |                | 29.13%           |                |
|                       | <i>Pos. ctrl</i> | <i>WAF 72%</i> | <i>Pos. ctrl</i> | <i>WAF 72%</i> |
| DEGs                  | 908              | 50             | 286              | 13             |
| KEGG                  | NA               | NA             | 7                | 0              |

Overall, these case studies show that Kallisto and Seq2Fun give very similar results in terms of relationships between samples, as shown by PCA plots and the relative number of DEGs for different experimental groups. 

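Features measured in both lobster tables were compared through the names in Supplementary Data 2, where 99 Seq2Fun ortholog groups carry a lobster gene number and 70 of these pair with a gene tested in the Kallisto table. Because the available part of that list is sorted by significance for methylnaphthalene, these pairs do not represent all features. Groups named by a lobster gene number appear to hold a lobster sequence, and the paper describes removing own-species sequences for zebrafish only. The comparison of the lobster tables therefore does not speak for a species missing from the database. Of the 70 pairs, 68 had log2 fold changes of the same sign with methylnaphthalene, and the median absolute difference between tables was 0.32. With WAF, 61 pairs had the same sign, and the median absolute difference was 0.19. The largest differences were 2.12 with methylnaphthalene and 0.97 with WAF. Among the methylnaphthalene DEGs, 475 genes of the Kallisto table and 198 ortholog groups of the Seq2Fun table had a name other than uncharacterized, hypothetical or predicted protein. From the PCA plots and the relative numbers of DEGs in its case studies, the paper concludes that both quantification methods give very similar results on the relationships between samples.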

While the number of pathways highlighted by overrepresentation analysis is less consistent, the functional interpretation is quite similar. The lobster analysis shows one advantage of Seq2Fun for recently published genomes - no publicly available gene set

libraries exist for the American lobster transcriptome; however, we are still able to easily perform functional analysis of the Seq2Fun results (**Supplementary Table 2**).

### Supplementary Note 3

#### *Investigation of orthologs mapping to different species*

It is possible that in studies containing multiple species, DEG lists could be inflated by reads from the same functional gene being mapped to different ortholog IDs for different species and being identified as differentially expressed in each case. Further analysis was performed to try to quantify the number of DEGs in the salamander case study that could be explained by this problem. The ortholog ID system is partly hierarchical – during definition, we first identified large and general orthologs, and then split these into more refined groups using an adaptive k-means clustering approach (see methods section for more details). We leveraged this hierarchical organization to assess how often the same general ortholog group A) contained specific ortholog IDs that were lowly expressed in some species and robustly expressed in others, and B) contributed multiple DEGs to the case study results.

First, we computed the average counts for each ortholog ID for each species. Next, we identified cases where the average counts were very low for one or two species (mean counts  $< 2$ ) AND robustly expressed for one or two species (mean counts  $> 10$ ). Next, we annotated each of these specific IDs with its more general ortholog group ID, and noted whether it was identified as differentially expressed in our case study. Finally, we counted the number of case study DEGs that were part of an a general ortholog group that had multiple DEGs with distinct species expression patterns. We found that this problem is not greatly impacting our case study, with only 83 DEGs (~3%) fitting the criteria. These results were not surprising for this dataset because there are only three amphibian species in the Seq2Fun database, none of which are

salamanders. The chances of the same functional gene being mapped to different ortholog groups is low given the taxonomic resolution of our species versus the species in the ortholog database.

## Supplementary References

- 1      Liu, P. *et al.* Ultrafast functional profiling of RNA-seq data for nonmodel organisms. *Genome research* **31**, 713-720 (2021).
- 2      Huang, J. *et al.* Crosstalk between histological alterations, oxidative stress and immune aberrations of the emerging PFOS alternative OBS in developing zebrafish. *Science of The Total Environment* **774**, 145443 (2021).
- 3      Tu, W. *et al.* Bioconcentration and Metabolic Effects of Emerging PFOS Alternatives in Developing Zebrafish. *Environmental Science & Technology* **53**, 13427-13439 (2019).

# Supplementary material for: ExpressAnalyst: A unified platform for RNA-sequencing analysis in non-model species
**Source:** Nat Commun. 2023 May 24;14:2995. doi: 10.1038/s41467-023-38785-y
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

**File name:** Supplementary Data 1

**Description:** An Excel workbook with differential expression analysis and KEGG gene set analysis (GSA) results for the zebrafish case study. Sheets 1-6 contain DEA results for the OBS20-CTRL (1 and 2), OBS30-CTRL (3 and 4), and PFSO-CTRL (5 and 6) experimental contrasts from Kallisto and Seq2Fun count tables respectively. Sheets 7-12 contain GSA results, organized in the same way as the DEA results.

**File name:** Supplementary Data 2

**Description:** An Excel workbook with DEA and KEGG GSA results for the lobster case study. Sheets 1-4 contain DEA results for the POS-CTRL (1 and 2) and EXP72-CTRL (3 and 4) experimental contrasts from Kallisto and Seq2Fun counts tables respectively. Sheets 5 and 6 contain GSA results for the Seq2Fun counts tables only due to lack of functional annotation of the official transcriptome.

**File name:** Supplementary Data 3

**Description:** An Excel workbook with DEA (sheet 1) and GSA results (sheets 2-9) for the salamander case study (all Seq2Fun counts). The GSA results include the GO BP (2 and 3), GO CC (4 and 5), GO MF (6 and 7), and KEGG (8 and 9) libraries for up and down regulated genes respectively.

# Supplementary material for: ExpressAnalyst: A unified platform for RNA-sequencing analysis in non-model species
**Source:** Nat Commun. 2023 May 24;14:2995. doi: 10.1038/s41467-023-38785-y
**Supplement:** Supplementary file 7 — Reporting Summary

Last updated by author(s): April 5, 2023

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- |                                     |                                     |                                                                                                                                                                                                                                                            |
|-------------------------------------|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                         |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

Data collection No software was used for data collection

Data analysis Seq2Fun 2.02 (<https://github.com/xia-lab/Seq2Fun>), ExpressAnalystR 1.0.0 (<https://github.com/xia-lab/ExpressAnalystR>), KEGGREST 1.34.0, OrthoFinder 2.5.4, R 4.1.3, fastp 0.21.1, Kallisto 0.46.1, SRA toolkit 2.11.3, Filebrowser 1.3.6, Slurm 20.11.2, MAFFT 7.471, FastTree (no versioned releases - <https://github.com/PavelTorgashov/FastTree>), limma R package 3.52.4

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The salamander RNA-sequencing dataset re-analyzed in this study were deposited by the original authors in the NCBI Sequence Read Archive under accession code SRP152819 [<https://trace.ncbi.nlm.nih.gov/Traces/?view=study&acc=SRP152819>]. The lobster RNA-sequencing data generated in this study have been deposited in

the NCBI Gene Expression Omnibus database under accession code GSE225876 [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE225876]. The zebrafish RNA-sequencing dataset re-analyzed in this study were deposited by the original authors in the NCBI Sequence Read Archive under accession code SRP299836 [https://trace.ncbi.nlm.nih.gov/Traces/?view=study&acc=SRP299836].

## Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research](#).

|                             |     |
|-----------------------------|-----|
| Reporting on sex and gender | N/A |
| Population characteristics  | N/A |
| Recruitment                 | N/A |
| Ethics oversight            | N/A |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | The sample size was 6-7 Stage I lobster larvae for each of the three treatment groups. This was a proof of concept study and the first time we analyzed transcriptomic responses in larval lobster. We therefore based our sample size on minimal sample size for RNA-seq experiments of 6 biological replicates, that has been suggested in the literature.                                                                                      |
| Data exclusions | No data were excluded from the analyses.                                                                                                                                                                                                                                                                                                                                                                                                          |
| Replication     | This was a proof of concept experiment that was used here to test our bioinformatics tools, not to draw biological insights. For each experimental condition we used 6-7 replicates for a total of 20 individuals, but the entire experiment was not replicated. Replication of the entire experiment was not needed in this case since we are not attempting to draw biological insights but to evaluate how the bioinformatics tools performed. |
| Randomization   | Allocation into experimental groups was random.                                                                                                                                                                                                                                                                                                                                                                                                   |
| Blinding        | The investigators were blinded to treatment group allocation during the exposure and sample collection. The data were analyzed by a bioinformatician with no knowledge of the experimental design, beyond group labels that were needed to perform the statistical analysis.                                                                                                                                                                      |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                  |
|-------------------------------------|--------------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Antibodies                    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Animals and other organisms   |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                 |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern  |

### Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

How the deposited data were processed for this re-analysis (not part of the article)

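RNA-seq count tables were available for whole American lobster larvae from 3 groups, which were control larvae (n = 6), larvae exposed to 1-methylnaphthalene (n = 6) and larvae exposed to 72% WAF (n = 7). The zebrafish and salamander case studies were not analysed here. Each larva gave 1 library, no library was pooled, and each column of both tables was matched to its larva by the name in the sample labels.

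To make the values, the authors filtered the reads with fastp at a minimum quality score of 25. For the first table they deposited expected counts, which Kallisto estimated per RefSeq transcript of the GMGI_Hamer_2.0 assembly, without normalization. For the second table they deposited raw counts per Seq2Fun ortholog group, from translated searches of the Crustaceans database with at most 2 mismatches, a matching length of at least 19 and a BLOSUM62 score of at least 80, also without normalization. All 46006 transcripts were matched through the RefSeq annotation of that assembly to 25667 genes, and the estimated counts were summed per gene and rounded to whole numbers. Of 20407 genes with enough counts to compare, 343 had counts identical to those of another gene in every larva, so reads of near-identical genes cannot be assigned to a single gene. The gene list available here names no chromosome or scaffold, so no coordinates are given.

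The paper sets an abundance filter of 4 and a variance filter of 15. These were read as a total of at least 4 counts over the 19 larvae, followed by removal of the 15% of features with the smallest interquartile range of counts. DEGs were called in R 4.3.3 with edgeR 4.0.16, by the quasi-likelihood test after TMM normalization, in 1 fit of all 19 larvae without covariates. A DEG had a Benjamini-Hochberg adjusted p below 0.05 and an absolute log2 fold change above 1.5, the thresholds of the paper. The paper's methods name limma, version 3.52.4, while its Kallisto sheet in Supplementary Data 2 holds likelihood ratio statistics. Both tests were therefore run as alternatives, limma as version 3.58.1 on log2 CPM. In data simulated from the real means, library sizes and dispersions with 200 changed features, the quasi-likelihood test recovered 186 changed genes in the Kallisto table and 188 ortholog groups in the Seq2Fun table, with 4 false calls in each. All changed features had a mean above 1 CPM and a true change beyond the fold change threshold, and features were drawn independently. The simulation therefore does not measure recovery of smaller changes, or false calls under variation common to many genes.

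PCA, distances and the shares of variance between groups were computed from log2 CPM with TMM library sizes and a prior count of 0.5, centred and not scaled, in Python 3.11 with numpy 2.4.6 and pandas 2.3.3. Group differences of single values and shares of variance were tested by enumerating all splits of the larvae of both groups, 924 for methylnaphthalene and 1716 for WAF. Correlations over all larvae and the Mantel test used 100000 permutations, and correlations within a group used all orderings.

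The alternatives were limma, edgeR's likelihood ratio test, DESeq2 1.42.0 with its size factors, library sizes without TMM, the robust form of the quasi-likelihood fit, no filter, filterByExpr, the variance filter on log2 CPM, no fold change threshold, fits of only the groups compared, the replicate number as a block, 1 surrogate variable from sva 3.50.0, merging of features with identical counts, and each larva left out in turn. For PCA and distances they were scaling to unit variance, no filter and the 500 most variable features. These choices and the tests above were made before the data were examined, apart from the tests that the other observations list as chosen later. Transcripts in place of genes, a filter on at least 5 larvae with a count, counts thinned to the Seq2Fun totals, and protein-coding genes only were added after the data were seen. The named genes are, for each exposed group and table, the 3 DEGs with the smallest adjusted p among those in which all exposed larvae lie on the same side of all control larvae, the first 3 features of each available sheet of Supplementary Data 2, the AN1-type zinc finger 2A genes and 3 heat shock 70 kDa genes. The last were chosen from Supplementary Data 2, which comes from these larvae, and are not independent evidence.

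Total counts per larva, between 14295653 and 44466373 in the Kallisto table and between 4580939 and 22681602 in the Seq2Fun table, set the counting error of each value. Intervals and limits from counts cover counting error only, since the reads carry no molecular identifiers. Where all larvae of a group had 3 counts or fewer, a fold is given as a lower bound against 3 counts. Tests of gene families and pathways were not run, because neither table carries descriptions of its features and Supplementary Data 2 names only its most significant part. Counts of DEGs with WAF and enriched pathways from the paper could not be compared feature by feature, as the available part of Supplementary Data 2 holds methylnaphthalene only.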

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

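No test in this part was chosen only after its own result was seen, although the tests on WAF replicate 6 were set up because of its effect on the counts of DEGs. In each group of larvae, the highest and lowest value of each library measure, PCA score and named gene was compared with its nearest neighbour relative to the range of the group (Dixon's test). Of 69 such groups, 9 held a larva far from the others, where chance gives 3.45. Among library measures and scores these were 2 of 24 groups, and among named genes 7 of 45 groups. WAF replicate 6 accounts for 3 of the 9 and methylnaphthalene replicate 2 for 4, and genes within a larva are not independent.

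WAF replicate 6 had a Kallisto total of 44466373 counts, while the other WAF larvae had 14295653 to 26382862, and a Seq2Fun total of 22681602 counts, while the others had 4580939 to 8751232. It also had 22.3 CPM of LOC121874308, against 3.05 to 11.3 in the other WAF larvae and 144 ± 25.4 (SD, n = 6) in methylnaphthalene larvae. Without it, DEGs between methylnaphthalene and WAF larvae rose from 205 to 786 in the Kallisto table and from 82 to 330 in the Seq2Fun table. The size of its library is not the cause of that rise, because with all larvae thinned to the smallest total the count rose from 207 to 742 genes, 3.58 times as many. Its position on PC1 is not the whole cause, because with PC1 as a covariate the count still rose from 253 to 443 genes, 1.75 times as many. A mislabelled larva stays open. On a score that is 0 at the mean of control larvae and 100 at the mean of methylnaphthalene larvae, over the DEGs found without it, WAF replicate 6 scored 95.4, within the 79.1 to 121 of methylnaphthalene larvae and above the -29.3 to 63.1 of the other WAF larvae. Over those of these genes that do not follow PC1 within the groups, it scored 62.9, below the 86.0 to 109.25 of methylnaphthalene larvae and above the 24.5 to 49.2 of the other WAF larvae. A mislabelled sample and a strong response of this larva to WAF cannot be told apart, because the genes were chosen from the methylnaphthalene larvae and the value rests on 1 library.

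Methylnaphthalene replicate 2 had the highest CPM of the methylnaphthalene larvae in all 8 named features with lower expression after this exposure, and lay far from the others in 4 of them. It had 15.2 CPM of LOC121855757 (others 0.354 to 5.83), 4.75 CPM of LOC121867949 (others 0.354 to 1.65), 8.01 CPM of s2f_0001499003 (others 2.90 to 4.41) and 8.25 CPM of s2f_0112968001 (others 0.592 to 2.69). LOC121867949 and s2f_0112968001 are both named samkC, so their values are not independent results. Leaving it out did not weaken the difference from control larvae, since the log2 fold changes of LOC121867949 and s2f_0112968001 with methylnaphthalene were then farther from 0 (-3.78 for both) than with it. No technical or biological explanation was tested for this larva.

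Control replicate 3 had 1.39 CPM of LOC121872643, against 0.393 to 0.653 in the other control larvae. This is small beside the mean of 32.8 ± 23.2 (SD, n = 6) in methylnaphthalene larvae. It is nearer to the 2.48 CPM of methylnaphthalene replicate 3, while the other methylnaphthalene larvae had 17.0 to 60.8 CPM. Control replicate 6 had 0.111 CPM of s2f_0144728001, which is 1 count where the other control larvae had none, so the depth does not tell these larvae apart. No explanation was tested for either larva.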

How the results depend on the processing

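No test in this part was chosen after its result was seen, apart from the alternatives said to be added later, and the cause of a change was not tested unless it is given. Under the other settings, 119 values kept their direction, their side of the threshold or their size, 35 moved, 1 lost its significance and 1 reversed. With each larva left out in turn, 279 kept them, 16 moved and 2 gained significance.

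DEGs between methylnaphthalene and control larvae stayed within 1.5 times the 726 genes of the Kallisto table and the 310 ortholog groups of the Seq2Fun table, except without a fold change threshold (1615 and 682), which admits smaller changes, and with transcripts in place of genes (320), added later. With each larva left out they ran from 516 to 830 and from 241 to 332. For WAF against control larvae, no fold change threshold gave 49 and 31 DEGs against 22 and 13, edgeR's likelihood ratio test 43 and DESeq2 45 in the Kallisto table, and 1 surrogate variable 46 and 31. With each larva left out they ran from 18 to 30 and from 12 to 14. The share of WAF DEGs with higher expression, 9.1% in the Kallisto table, was 25.6% with the likelihood ratio test, 22.2% with DESeq2, 41.3% with the surrogate variable and 28.6% without the fold change threshold. In the Seq2Fun table it was 0% of 13 DEGs, 51.6% with the surrogate variable and 29% without the threshold. There, 844 of 10974 ortholog groups had an unadjusted p below 0.05 in the quasi-likelihood test, where chance alone gives a share of about 0.05.

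The contrast of methylnaphthalene with WAF larvae moved most, from 205 genes and 82 ortholog groups to 688 and 257 without a fold change threshold, 524 and 209 with limma, 340 and 142 with the likelihood ratio test, 352 and 137 with DESeq2, 101 and 28 with library sizes only, 76 and 31 with only these groups in the fit, 493 and 189 with 1 surrogate variable, and 71 genes with transcripts. With each larva left out it ran from 106 genes (without WAF replicate 3) to 786 (without WAF replicate 6) and from 34 ortholog groups (without WAF replicate 5) to 330 (without WAF replicate 6). Library sizes in place of TMM shifted the median log2 fold change of all genes by -0.11 for WAF against control larvae in the Kallisto table.

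The ratio of DEGs, 33.0 in the Kallisto table, was 19.4 with the likelihood ratio test, 18.8 with DESeq2, 19.6 with 1 surrogate variable and 18.8 with transcripts. The ratio of 23.8 in the Seq2Fun table was 11.3 with 1 surrogate variable.

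With the replicate number as a block, the Kallisto table gave 795 DEGs for methylnaphthalene, 21 for WAF and 601 between them, and the Seq2Fun table 315, 13 and 258. The correlations of deviations between larvae with the same number ran from -0.397 to 0.632. Larvae with different numbers were not compared, so these values do not decide whether the numbers pair the larvae. Only the WAF group has a replicate 7, so that larva adds nothing to the group differences in the block fit.

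PC1 held 27.9% of the variance in the Kallisto table without a filter and 19.1% with transcripts, against 33.75%. In the Seq2Fun table it held 32.2% without a filter and 49.7% with the 500 most variable features, against 42.38%. The share of variance between WAF and control larvae ran from 10.2% to 16.0% in the Kallisto table and from 9.87% to 17.8% in the Seq2Fun table with each larva left out, and passed 0.05 only without WAF replicate 6 (exact p = 0.026 and 0.0455). With features scaled to unit variance, the methylnaphthalene share in the Seq2Fun table was 16.6% (exact p = 0.0823), and with the 500 most variable features it was 43.2% (exact p = 0.00216), against 24.7%. The difference in Seq2Fun counts as a percent of Kallisto counts between methylnaphthalene and control larvae, 0.014, was -0.758 without the 10 features with the highest totals, and neither differs from 0 (exact p = 1.0 and 0.461). Over all larvae, the correlations between tables of PC1, PC2 and distances stayed between 0.941 and 0.998 under these settings and with each larva left out, while correlations within groups were not computed under other settings.

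Under other tests or normalizations, 88 values of named genes kept their call, 1 gained and 1 lost it. With a larva left out, 553 kept it, 1 gained and 16 lost it, and LOC121879926 with WAF kept it in 5 of 19 such fits. Tests of gene families with camera and fry were not run. Totals per larva limit features with few counts, such as s2f_0144728001, to a lower bound.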

Differences from the paper's values

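The tests in this part were set before the data were examined, apart from the one said to be added later. The paper reports 50 DEGs for 72% WAF against control larvae in the Kallisto table, and 22 were found here. The gap closed to within 1.5 times with edgeR's likelihood ratio test (43), DESeq2 (45), 1 surrogate variable (46) and no fold change threshold (49). It did not close with limma (26), library sizes only (22), the robust fit (22), no filter (21), filterByExpr (24), the variance filter on log2 CPM (23), only the groups compared (25), the replicate block (21), merged features (22) or any larva left out (18 to 30). It did not close with transcripts in place of genes (17), an alternative chosen after seeing the values.

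The other counts lay within 1.5 times. The paper reports 908 and 286 DEGs for methylnaphthalene in the Kallisto and Seq2Fun tables, where 726 and 310 were found here, and 13 DEGs for WAF in the Seq2Fun table, as here. With 1 surrogate variable the Kallisto count was 900, and with filterByExpr the Seq2Fun counts were 286 and 13. The features quantified in Supplementary Table 2 were fewer than the 42812 transcripts and 13933 ortholog groups that had a count here, by less than 1.5 times. PC1 held about 29% and about 37% of the variance and PC2 about 11% and about 12% in Supplementary Figure 3, read by eye, where PC1 held 33.75% and 42.38% and PC2 12.7% and 13.8% here.

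The Kallisto values of the paper in Supplementary Data 2 are control relative to methylnaphthalene. On that scale, 1859 of the 1883 genes tested here lay within 0.25 of the paper's log2 fold change, and 0 of 1883 had the same sign without the change of direction. The paper calls the ratio between the contrasts very similar in both tables, and it was 33.0 and 23.8 here.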

Other observations

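The tests of the regroupings for methylnaphthalene in the Kallisto table, of shared controls, of PC1 as a covariate of the methylnaphthalene DEGs, of digestive genes, of the correlation of PC1 between tables, of thinned counts, of the number of features tested and of the Seq2Fun share were chosen only after the result was seen, and the test of WAF scores with PC1 judged in all groups was chosen after the result of its earlier form was seen.

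Other splits of the same larvae were fitted for each contrast, 100 in all with the real one. For methylnaphthalene against control, 1 of the 100 splits, the real one, gave as many DEGs in the Kallisto table and 1 of 100 in the Seq2Fun table, and the highest other counts were 34 and 1. For WAF against control, 3 of 100 splits gave at least 22 genes and 2 of 100 gave at least 13 ortholog groups, with highest other counts of 85 and 26. For methylnaphthalene against WAF, 5 of 100 splits gave at least 205 genes and 6 of 100 gave at least 82 ortholog groups, with highest other counts of 642 and 299. The numbers of DEGs in this contrast are therefore not beyond what splits of these larvae give, although 92 and 91 of the other splits gave 0 DEGs.

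PC1 did not separate the groups but ran within them in both tables. Its scores followed the share of Kallisto counts on LOC121857831 (r = 0.897 over 19 larvae, rho = 0.919, permutation p = 1e-05 for both, the smallest they can give, adjusted p = 6e-05 over 24 relations). Without the 2 larvae farthest from the median r was 0.865, and within control, methylnaphthalene and WAF larvae r was 0.945, 0.978 and 0.993. Sequencing depth is not its source, since the scores after thinning all larvae to the smallest total correlated with the original ones at r = 0.999. The quantification of a single table is not its source either, since the tables correlated at r = 0.991. Whether the counts taken by the most abundant genes are its source cannot be told apart from other sources, because leaving 10 of them out of a PCA that weighs all genes alike changed nothing (r = 1.00). Different amounts of digestive tissue RNA could produce such an axis. The 58 genes with digestive enzyme names had a median within-group r of -0.734 with PC1 in the Kallisto table, and 26 ortholog groups had -0.644 in the Seq2Fun table. Hemocyanin genes (15 genes, -0.903) and cytochrome P450 genes (27 genes, -0.782) followed PC1 as closely, cuticle protein genes (18 genes, 0.057) did not, and all named genes of the available list had a median of -0.609. Digestive tissue and other states of the larvae cannot be told apart, because these names come from a list sorted by the methylnaphthalene contrast.

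The AN1-type zinc finger gene LOC121878881 and 3 heat shock 70 kDa genes were higher in control larvae than in both exposed groups. Over these 4 genes and both comparisons, the smallest absolute log2 fold change was 3.35 with library sizes or DESeq2 in place of TMM, 3.16 with any larva left out and 3.40 with 1 surrogate variable, with adjusted p up to 0.00653 in edgeR's or DESeq2's test, which argues against normalization, a single larva and variation unrelated to the groups as the cause. Reads moved between the heat shock genes are not the cause, since the smaller absolute log2 ratio of group means of their sum was 4.84 (two-sided exact permutation p = 0.00216). A heat shock response in the control larvae may be a candidate explanation, but the design holds no condition that tests it. Exchanged labels of control and methylnaphthalene larvae remain possible, and no result given here separates them from it.

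More DEGs were found in the Kallisto table than in the Seq2Fun table with methylnaphthalene. Fewer counts in the Seq2Fun table are not the whole cause, since Kallisto counts thinned to the Seq2Fun totals still gave 2.00 times as many DEGs. Non-coding genes are not the whole cause, since protein-coding Kallisto genes gave 2.15 times as many. The number of features tested is not the whole cause, since the share of tested features that were DEGs was 1.36 times as large.

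The Seq2Fun total as a percent of the Kallisto total had a coefficient of variation of 16.4% between larvae. With only protein-coding genes in the Kallisto total it was 6.18%, consistent with non-coding counts of the Kallisto table as a source of most of this variation. Without the 10 features with the highest totals in each table it was 4.27%.

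The log2 fold changes of the exposed groups against the shared control larvae correlated across genes, which are not independent replicates, with r = 0.645 in the Kallisto table and 0.621 in the Seq2Fun table. Unchanged groups simulated against the same controls gave 0.509 to 0.597 and 0.508 to 0.553 over 20 simulations, and same-sign shares of 67.2% to 68.2% and 66.9% to 68.6% where 65.1% and 63.8% were observed. In differences of mean log2 CPM, the correlation was lower, at 0.419 and 0.392, and 82 of 100 random regroupings of the larvae gave as large a value in each table. A common response and the shared controls cannot be told apart as the source of the correlation, because the simulations hold no variation common to many genes and the regroupings keep the differences between exposures. The 9 genes and 4 ortholog groups that were DEGs in both contrasts all had the same sign.

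The position of the larvae on PC1 does not account for the DEGs with methylnaphthalene as a whole, because 78.1% of them (567 of 726) were still DEGs with PC1 as a covariate. Over the methylnaphthalene DEGs that do not follow PC1, WAF larvae lay between control and methylnaphthalene larvae. A test against chance values of the shared controls was run in 2 forms, in which the genes were chosen against 3 of the control larvae and scored against the other 3. With PC1 judged only in the larvae used for the choice, the median WAF score was -12.66 in one direction of the choice and 5.58 in the other (one-sided exact permutation p = 0.367 and 0.117 over 120 splits), and the scores followed PC1 in WAF larvae (absolute r = 0.982 and 0.981), so this form does not bear on genes that do not follow PC1. With PC1 judged within all groups, the median WAF score was 35.59 and 33.36 (one-sided exact permutation p = 0.00833 for both, the smallest that 120 splits can give). These scores also followed PC1 in WAF larvae (absolute r = 0.881 and 0.864), but WAF replicates 1 to 5, which lie on PC1 away from the methylnaphthalene larvae and would score lower through it, still lay above the 3 control larvae in both directions. This argues against chance values of the shared controls as the whole cause, while a part of PC1 in the scores stays open. A response to WAF was not tested in other larvae.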
